# Anticandidal Effect and Mechanisms of Monoterpenoid, Perillyl Alcohol against *Candida albicans*

**DOI:** 10.1371/journal.pone.0162465

**Published:** 2016-09-14

**Authors:** Moiz A. Ansari, Zeeshan Fatima, Saif Hameed

## Abstract

This study explored the antifungal potential of perillyl alcohol (PA), a natural monoterpene alcohol, against most prevalent human fungal pathogen *C*. *albicans*, its clinical isolates and four non*-albicans* species of *Candida*. To resolve the potential mechanisms, we used whole genome transcriptome analyses of PA treated *Candida* cells to examine the affected cellular circuitry of this pathogen. The transcriptome data revealed a link between calcineurin signaling and PA as among the several categories of PA responsive genes the down regulation of calcineurin signaling gene *CNB1* was noteworthy which was also confirmed by both molecular docking and susceptibility assays. We observed that PA treated *Candida* phenocopied compromised calcineurin pathway stress responses and turned sensitive to alkaline pH, ionic, membrane, salinity, endoplasmic reticulum and serum stresses. Indispensability of functional calcineurin was further confirmed as calcineurin mutant was hypersensitive to PA while constitutively expressed calcineurin strain remained resistant. We explored that PA leads to perturbed membrane integrity as depicted through depleted ergosterol levels and disrupted pH homeostasis. Moreover, PA caused cell wall damage which was evident from hypersensitivity against cell wall perturbing agents (congo red, calcoflour white), SEM and enhanced rate of cell sedimentation. Furthermore, PA inhibited potential virulence traits including morphological transition, biofilm formation and displayed diminished capacity to adhere both to the polystyrene surface and buccal epithelial cells. The study also revealed that PA leads to cell cycle arrest and mitochondrial dysfunction in *C*. *albicans*. Together, the present study provides enough evidence for further work on PA so that better strategies could be employed to treat *Candida* infections.

## Introduction

*Candida albicans* is an opportunistic fungus residing in the human body due to its commensal nature [1]. It becomes a great threat particularly in immunocompromised conditions due cancer, HIV, organ transplantation [2, 3]. The constrained armory of conventional antifungal treatments for candidiasis depends profoundly on polyenes, azoles and echinochandins, but they either have tapered therapeutic index, lower bioavailability, poor gastrointestinal absorption or stern side effects [4]. The inevitable consequence due to their prolonged usage has led to development of multi drug resistance (MDR) which is a major impediment against efficient therapeutics. Therefore, with continuously escalating global prevalence of MDR, poor efficiency of the currently applicable drugs, side effects, high costs and stagnation in development of new drugs, a question is now getting posed against effectiveness of above mentioned drugs [3, 5]. Therefore, it has become a serious challenge to explore novel drugs with newer targets against this fungal pathogen. Use of natural compounds with antifungal properties has gained prominence and substantial interest as they have lesser side effects, being economical and to our knowledge cause no resistance [6]. Moreover, naturally occurring compounds such as, phenolic compounds, essential oils, terpenoids, flavonoids are already reported to exhibit antifungal activities [7–9].

Perillyl alcohol (PA) is hydroxylated metabolite of d-limonene monocyclic monoterpene isolated from the essential oil of lavendin, peppermint, spearmint, cherries, celery seeds and several other plants [10]. PA is already approved by the U.S. Food and Drug Administration as a food additive that can be safely consumed by human displaying its non-toxic nature [11]. Anticancerous properties of PA have been extensively studied as apparent from wide range of studies [12, 13]. For instance, its in-vitro anti cancerous activity against breast cancer, in vivo intracranial triple negative tumor growth [14], pancreatic cancer [15], and metastatic colorectal cancer [16] has been well documented. Preliminary antifungal activity of PA has also been reported [17], however the precise mechanism of its action against *C*. *albicans* was elusive.

In this study, we deciphered the antifungal effect of PA not only against *C*. *albicans* but also non-*albicans* species of *Candida* with the possible underlying mechanisms. Transcriptional profiling of *C*. *albicans*, validated by RT-PCR, along with several biochemical analyses confirmed that PA employs multiple mechanisms to inhibit *Candida* growth. This is the first study reporting antifungal mechanism of PA against *C*. *albicans* which will widen the resources of potential antifungal agents and lay foundations for new therapeutics.

## Materials and Methods

All Media chemicals YEPD (Yeast Extract Peptone Dextrose), nutrient broth, yeast nitrogen base w/o amino acid and ammonium sulphate (YNB w/o amino acid and ammonium sulphate), agar, rhodamine 6G (R6G), 2-deoxy glucose (2-DOG), horse serum, 2,4 dinitrophenol (2,4 DNP), n- heptane, formamide, osmium tetroxide (OsO_4_), hexamethyldisilizane (HMDS), glutaraldehyde, propidium iodide were purchased from Himedia (Mumbai, India). Sodium chloride (NaCl), calcium chloride (CaCl_2_), lithium chloride (LiCl), potassium chloride (KCl), mannitol, di-sodium hydrogen orthophosphate, potassium di-hydrogen orthophosphate, di-potassium hydrogen orthophosphate, sodium hydroxide, D-glucose, sodium dodecyl sulphate (SDS), potassium hydroxide (KOH), ammonium sulphate ((NH_4_)_2_SO_4_), dimethyl sulphoxide (DMSO) were obtained from Fischer Scientific. Tetrazolium salt 3-[4, 5-dimethylthiazol-2-yl]-2, 5-diphenyltetrazolium bromide (MTT) was purchased from SRL, Mumbai. Calcofluor white (CFW), congo red (CR), perillyl alcohol (PA), diethyl pyrocarbonate (DEPC), 4-morpholinepropanesulfonic acid (MOPS), tri-reagent, DNase were obtained from Sigma Chemical Co. (St. Louis, MO, USA).

### Growth media and strains

All the strains (Table 1) of *C*. *albicans* were cultured in YEPD broth with the composition of yeast extract 1% (w/v), peptone 2% (w/v) and dextrose 2% (w/v). For agar plates 2% (w/v) agar was added to the media. YPG agar plate for non fermentable source of carbon was made with the composition of yeast extract 1% (w/v), peptone 2% (w/v), glycerol 2% (v/v) and 2% (w/v) agar. All *Candida* strains were stored in 30% (v/v) glycerol stock at -80°C. The cells were freshly revived on YEPD broth and transferred to agar plate. The cells were grown at 30°C on agar plate before each study to ensure revival of the strains.

**Table 1:** List of strains used.

Name	Strain	Genome	Reference
*C*. *albicans*	SC5314	Reference strain	[18]
*C*. *albicans*	D1	Clinical isolate*	Safdarjung Hospital
*C*. *albicans*	D2	Clinical isolate*	Safdarjung Hospital
*C*. *albicans*	D4	Clinical isolate*	Safdarjung Hospital
*C*. *albicans*	D7	Clinical isolate*	Safdarjung Hospital
*C*. *albicans*	D18	Clinical isolate*	Safdarjung Hospital
*Candida tropicalis*	D9	Clinical isolate*	Safdarjung Hospital
*Candida parapsilosis*	D11	Clinical isolate*	Safdarjung Hospital
*Candida krusei*	D46	Clinical isolate*	Safdarjung Hospital
*Candida glabrata*	D10	Clinical isolate*	Safdarjung Hospital
*C*. *albicans*	DAY185	URA3/ura3Δ::λimm434 HIS1/his1::hisG ARG4/arg4::hisG	[19]
*C*. *albicans (Δcrz1/Δcrz1)*	OCC1.1	ura3Δ::λimm434/ura3Δ::λimm434his1::hisG::HIS1/his1::hisGarg4::hisG/arg4::hisG crz1::UAU1/crz1::ARG4	[19]
*C*. *albicans (Δcnb1/Δcnb1)*	JRB64	ura3Δ::λimm434/ura3Δ::λimm434his1::hisG::HIS1/his1::hisGarg4::hisG/arg4::hisGcnb1::UAU1/cnb1::ARG4	[19]
*C*. *albicans (CNB1-1/CNB1)*	YAG237	CNB1 mutant having hyperactive allele	[18]

*The clinical isolates were derived from diabetic patients having oral candidiasis.

### Drug susceptibility testing

Drug susceptibility was tested using minimum inhibitory concentration (MIC) and by spot assays as described below:

#### Spot assay

Spot assays for the strains were determined using a known method as described elsewhere [8, 9]. Briefly, for the spot assay, 5μl of fivefold serially diluted yeast cultures (cells suspended in normal saline to an OD_600_ nm of 0.1) were spotted onto YEPD plates in the absence (control) and presence of the drugs. Growth was not affected by the presence of solvent used in the examination (data not shown). Growth difference was measured after incubation for 48 hours at 30°C. The concentrations used in this study are specified in figure legends.

#### Minimum Inhibitory Concentration (MIC)

MIC was determined by broth dilution method as described in method M27-A3 from the Clinical and Laboratory Standards Institute (CLSI) formerly NCCLS (National Committee for Clinical Laboratory Standards) [20]. Briefly, 100μl of media was placed in each well of 96 wells plate following addition of the drug and the remaining media (to make final volume as 200μl in first well) and then was serially diluted. 100μl of cell suspension (in normal saline to an OD_600_ 0.1) was added to each well and OD_600_ was measured after 48 hours at 30°C. The MIC_80_ was defined as the concentration at which 80% of the growth was inhibited.

### RNA Isolation

Isolation of RNA from *C*. *albicans* was carried out by using combination of Trizol and Qiagen RNeasy mini kit with DNase treatment [8]. The cells were diluted into 50 ml fresh YEPD broth at OD_600_ of 0.1 (10^6^ cells ml^-1^) in absence and presence of PA (175μg ml^-1^), and grown at 30°C till OD_600_ of 1.0. Cells were harvested by transferring the cells into a centrifuge tube. Three separate experimental replicate cultures of each condition were used. Lysate was prepared by Trizol, chloroform was added to lysate and samples were subject to centrifugation. The supernatant was taken from previous step and after adding ethanol to the supernatant, the mixture was loaded on Qiagen column and Manufacturer’s guidelines were followed from DNase treatment step. Purity (Ratio of 260/280 and 260/230) and concentration was assessed by NanoDrop 1000. Integrity of RNA was assessed on Agilent Bioanalyzer 2100.

### cDNA synthesis and hybridization

For RT-PCR, cDNA was synthesized with the cDNA synthesis kit RevertAid H Minus kit (Invitrogen) from the RNA isolated by trizole method [8]. The samples for gene expression were labeled using Agilent Quick-Amp labeling Kit (p/n5190-0442). 500ng each of total RNA were reverse transcribed at 40°C using oligo dT primer tagged to a T7 polymerase promoter and converted to double stranded cDNA. Synthesized double stranded cDNA were used as template for cRNA generation. cRNA was generated by in vitro transcription and the dye Cy3 CTP(Agilent) was incorporated during this step. The cDNA synthesis and in vitro transcription steps were carried out at 40°C. Labeled cRNA was cleaned up using Qiagen RNeasy columns and quality assessed for yields and specific activity using the Nanodrop ND-1000. 1000ng of labeled cRNA sample were fragmented at 60°C and hybridized on to a Genotypic designed *Candida albicans*_8x15K (AMADID: 026377). Fragmentation of labeled cRNA and hybridization were done using the Gene Expression Hybridization kit (Agilent Technologies, In situ Hybridization kit, Part Number 5190–0404). Hybridization was carried out in Agilent’s Surehyb Chambers at 65°C for 16 hours.

### Scanning and data analysis

The hybridized slides were washed using Agilent Gene Expression wash buffers (Agilent Technologies, Part Number 5188–5327) and scanned using the Agilent Microarray Scanner (Agilent Technologies, Part Number G2600D). Data extraction from images was done using Feature Extraction software Version 11.5.1.1 of Agilent. Images were quantified using Feature Extraction Software (Version-11.5, Agilent). Feature extracted raw data was analyzed using GeneSpring GX Version 12.0 software from Agilent. Normalization of the raw data was done in GeneSpring GX using Quantile method (Quantile normalization makes the distribution of expression values of all samples similar in an experiment). After, normalization all statistical parameters of the sample i.e., mean, median and percentile of all samples will be identical. It works well with reducing variance between arrays. Differential expression patterns were identified among the samples. Significant genes up regulated fold > 1.5 (log_2_) and down regulated < -1.5 (log_2_) in the PA treated samples with respect to control sample were identified. Statistical student T-test and *P* value among the replicates was calculated based on volcano plot algorithm. Differentially regulated genes were clustered using hierarchical clustering based on Pearson coefficient correlation algorithm to identify significant gene expression patterns. The Significant Functional classification of differentially regulated genes was performed using GeneSpring GX software gene ontology.

### Microarray data gene accession number

Microarray data used in this study is fully described in GEO and the raw as well as normalized data files have been deposited under accession number GSE76383.

### RT-PCR

For validation of the microarray results, reverse transcriptase (RT) PCR was done as described in the RevertAid H Minus kit (Invitrogen) [8]. Briefly, 5μg isolated RNA was DNase treated at 37°C for 30 min and reaction was terminated by adding 1μl of 25mM EDTA and incubated at 65°C for 60 min. RNA was subsequently primed with oligo (dT)_18_ for cDNA synthesis at 42°C for 60 min. Reverse transcription reaction was terminated by heating at 70°C for 5 min. The synthesized cDNA product (2μl) was directly used for PCR amplification reaction (50 μl) using gene specific forward and reverse primers (S1 Table). The amplified products were gel electrophoresed and the densities of bands (for genes of interest) were measured and quantified by normalizing to that of the constitutively expressed actin gene (*ACT1*).

### Susceptibility assays

Susceptibility was assessed using spot assays as described above. The following stock solutions were used (the solvents used are given in parenthesis): SDS, 10% w/v (water); NaCl, 5M (water), LiCl 5M (water), CaCl_2_ 5M (water), DTT 1M (water), FLC 5mgml^-1^ (water), CFW 1mgml^-1^, CR 5mgml^-1^. Cells were spotted on to YEPD plates in the absence (control) and presence of the PA at its sub inhibitory concentration (175 μgml^-1^) along with the chemicals at the following concentrations: SDS (0.02% w/v), NaCl (1M), LiCl (0.4M) and CaCl_2_ (0.3M), DTT (20mM), Serum (50% v/v), FLC 1μgml^-1^, CFW 10μgml^-1^, CR 10μgml^-1^. For alkaline pH 10.0, YEPD plates buffered with 155mM of Tris-HCl at pH 10 were used. Growth differences were recorded following incubation of the plates for 48 hours at 30°C.

### Molecular docking

Molecular docking study using the ligand molecules with calcineurin (PDB id: 1AUI) was conducted using Autodock 4.2 and Auto Dock Tools (ADT) v 1.5.4 from the Scripps Research Institute [21]. The ligands were set to explore and flexible to rotate most probable binding poses, while receptor was kept rigid. The grid maps representing the center of active site pocket for the ligand were calculated with Autogrid. The dimensions of the grid for calcineurin was 66 × 72 × 66 grid points with a spacing of 0.911 Å between the grid points but centered on the ligand for receptor (21.725, 4.621 and 4.136 coordinates). The present docking study was performed by each run with population of 150 individuals, rate of gene mutation 0.02, cross-over rate 0.8 and the remaining parameters were set as default. Ten poses docking conformations were generated and the best docked conformation was selected based on the Autodock binding energy (Kcal/mol), for further analysis. Finally, the results generated were visualized by PyMOL viewer for analysis minimum binding energy (Kcal/mol), Ki (Inhibition constant) value (μM), and hydrogen and hydrophobic interaction of the docked inhibitor to the modeled structure.

### Quantitation of ergosterol

Sterols were extracted by the alcoholic KOH method and the percentage of ergosterol was calculated as described previously [8, 9]. Briefly, a single *C*. *albicans* colony from an overnight YEPD agar plate culture was used to inoculate 50 ml of YEPD in presence and absence of PA (conc). Both ergosterol and 24(28)-DHE absorb at 281.5 nm, whereas only 24(28)-DHE absorbs at 230 nm. Ergosterol content is determined by subtracting the amount of 24(28)-DHE (calculated from the OD_230_) from the total ergosterol plus 24(28)-DHE content (calculated from the OD_281.5_). Ergosterol content was calculated as a percentage of the wet weight of the cells with the following equations: % Ergosterol + % 24(28)-DHE = [(A_281.5_/290) × F] / pellet weight; % 24(28)-DHE = [(A_230_/518) × F] / pellet weight and % Ergosterol = [% ergosterol + % 24(28) DHE]—% 24(28) DHE, where *F* is the factor for dilution in petroleum ether and 290 and 518 are the *E* values (in percent per centimeter) determined for crystalline ergosterol and 24(28)-DHE, respectively.

### Intracellular pH (pHi)

Intracellular pH was measured as described earlier with slight modifications [8, 9, 22, 23]. Mid-log phase cells grown in YEPD medium were harvested and washed twice with distilled water. Cells (0.1 g) were suspended in 5 ml solution containing 0.1 M KCl and 0.1 mM CaCl_2_. Desired concentration of PA (MIC_80_) was added to the suspension and pH was adjusted to 7.0 in each case. Following incubation for 30 min at 37°C with constant shaking, pH was again adjusted to 7.0. Nystatin (20 mM) dissolved in 10% DMSO was added to the unbuffered cell suspension and incubated at 37°C for 1h. The change in pH of suspension was followed on pH meter with constant stirring. The value of external pH at which nystatin permeabilization induced no further shift was taken as an estimate of pHi. Nystatin binds with sterols of plasma membrane which develops pores and allows the equilibration of protons and other ions across the membrane. Since nystatin does not affect mitochondria hence give pHi values nearer to the factual cytoplasmic pH [23].

### Relative Sedimentation

Cell sedimentation was measured spectrophotometrically as described previously with slight modifications [24]. Briefly, overnight culture of *C*. *albicans* were inoculated to 0.1 OD_600_ to both control and PA treated cells and allowed to grow till the OD_600_ reaches 1.0. The OD_600_ from each untreated and treated cultures were measured at each min till 30 minutes. Sedimentation rates were measured by recording the differences in growth from zero time point to 30 min per unit time interval and calculated as described in figure legends.

### Electron Microscopy

Damage to the cells treated with PA at its MIC_80_ value was observed by using Scanning Electron Microscopy (SEM) (Zeiss EVOMA10) [8]. The cells (~10^6^ cells) were administered to the media with and without PA and were incubated for 24h at 30°C. Sample preparation and analysis was performed by using the method as described elsewhere [8, 9]. Briefly, all cells were fixed with 2% glutaraldehyde in 0.1% phosphate buffer for 1 h at room temperature (20°C). Washed with 0.1 M phosphate buffer (pH 7.2) and post-fixed 1% OsO_4_ in 0.1 M phosphate buffer for 1 h at 4°C. The cells were dehydrated in acetone and dropped on round glass cover slip with hexamethyldisilizane (HMDS) and dried at room temperature, then sputter coating with gold and observed under the SEM (Zeiss EVOMA10) at 30K magnification for cell wall and 1000X magnification for biofilm.

### Yeast to hyphal transition

Studies of hyphal induction on *C*. *albicans* were carried out on both liquid and solid hyphal induction media. For morphological switching the growth media used were YEPD, serum (10% (v/v) serum in YEPD), spider media (1% mannitol, 0.4% K_2_HPO_4_, 1% Nutrient Broth) and SLAD (0.17g YNB w/o amino acid and ammonium sulphate; 2g glucose; 0.5ml of 10mM (NH4)_2_SO_4_). The dimorphic switching was performed using the protocol described elsewhere [8, 9]. Briefly, the culture was grown overnight at 30°C in YEPD broth before each study. The cells were harvested by centrifugation at 5000xg for 3 minutes and washed twice and incubated at 37°C for 6h with PBS to induce starvation. After incubation the cells were transferred to the indicated media in the absence (control) and presence of PA for hyphal induction and hyphae were observed under microscope.

### Biofilm formation and cell adhesion

*Candida* biofilms were checked on polystyrene surface of 96-well plates [8, 9]. An overnight culture was prepared and cell suspension of 1 x 10^7^ cells ml^-1^ was made in PBS and 100μL was inoculated in each well. The plates were incubated at 37°C for 90 min to adhere the cells on the surface. The wells were gently washed 2–3 times with PBS after 90 min to remove the non-adhered cells. The biofilm was formed by suspending 200μL of YEPD medium along with sub-inhibitory concentrations of PA (175μg ml^-1^) and one control without PA to each well of adhered cells to polystyrene 96 well plates and the plates were incubated at 37°C for 24h. After incubation, wells were washed to remove any planktonic cells and biofilms were observed under light microscope. To quantify the biofilm on the polystyrene surface of 96 well plate tetrazolium salt 3-[4, 5-dimethylthiazol-2-yl]-2, 5-diphenyltetrazolium bromide (MTT) was added by 50μl (stock solution containing 5mg/ml, diluted 1:5 in prewarmed 0.15M PBS prior to addition) in each well. The plates were incubated for 5 h at 37°C. Dimethyl sulfoxide (200μL) was added to each well to solubilize MTT formazan product and optical density was measured at 450nm. The metabolic activity of biofilm formation was calculated in percentage by comparing the drug free control with the treated cells. For cell adhesion assay same protocol was followed except that primarily treated and non treated cells were grown till OD_600_ 1.0 and after washing the adhered cells were directly quantified through MTT assay without forming biofilm.

### Adherence to epithelial cells

Adherence assay was performed as described earlier [8, 25]. Yeast cells were grown on YEPD for 24 h at 37°C and re-suspended in 2 ml of sterile PBS (pH 6.8) and washed twice by centrifugation (3000 x g, 5 min). Author voluntarily donated the epithelial cells via soft scraping of the cheek mucous membrane with sterile cotton swabs, gently stirred and washed with PBS by centrifugation (3000 x g, 5 min each). Adherence assays were developed by mixing 1 ml of each suspension in a test tube and incubated in the presence of PA at 37°C under gentle stirring for 2 h. After incubation, 0.4% of trypan blue solution was added to each tube and the mixture was gently shaken. Stained suspensions were examined under light microscopy at 40X magnification.

### Flow cytometry

The effect of PA on *C*. *albicans* cell cycle was studied as described elsewhere [8, 26] with few modifications. Briefly, overnight culture of *C*. *albicans* were inoculated to 0.1 OD_600_ to both control and sub-inhibitory concentration of PA and allowed to grow till the OD_600_ reaches 1.0. The cells were then harvested and fixed in 1ml of 70% ethanol. Fixed cells were stored at 4°C. Ethanol fixed cells were stained with propidium iodide (50μg ml^-1^) and cell cycle was analyzed using Fluorescence Activated Cell Sorter (FACS) (BD LSR-II). 20,000 events were counted and fluorescence intensity was compared between control and PA treated cells and analyzed with BD FACS Diva 6.1.3 software.

### Mitochondrial activity

Mitochondrial activity was evaluated by MTT assay as described earlier [8, 27, 28]. Overnight culture of *C*. *albicans* cells were diluted in fresh YEPD medium to an initial OD_600_ of 0.1 and grown at 30°C for 5 h. The cultures were then treated with sub-inhibitory concentration of PA (175μg ml^-1^) for 3 h. 500 μl of cells were harvested, washed twice with YEPD medium, mixed with 500μl of MTT (100μg ml^-1^, diluted in PBS) and statically incubated for further 2 h. Cells were again harvested and washed twice with YEPD medium. The pellets were then suspended in 1 ml of DMSO, incubated at 30°C with shaking for 5 min. The suspensions were centrifuged and OD_570_ of the supernatants was determined.

### Statistical analysis

All experiments were performed in triplicates (n = 3). The results are reported as mean ± standard deviation (SD) and analyzed using Student’s t test where in *P* < 0.05 was considered as statistically significant.

## Results and Discussion

### In vitro antifungal activity of PA against *C*. *albicans* and non-*albicans* species

To check the efficacy of PA against *C*. *albicans*, drug susceptibility tests were performed by two independent methods viz. broth microdilution and spot assay_._ Both the assays confirmed that PA is capable to inhibit the growth of *C*. *albicans* at350 μgml^-1^; however we observed that PA was fungistatic to *C*. *albicans* at its MIC_80_ concentration. Inhibitory concentration of *C*. *albicans* was firstly evaluated by determining MIC_80_ as depicted in Fig 1A. To confirm the MIC_80_ result, spot assay was performed which corresponds with the MIC_80_ result (Fig 1B). The antifungal activity of PA was further assessed against six clinical isolates of *C*. *albicans* and we found that all the strains displayed susceptibility to PA ranging from 200–600 μg ml^-1^ (Fig 1).

**Fig 1:**
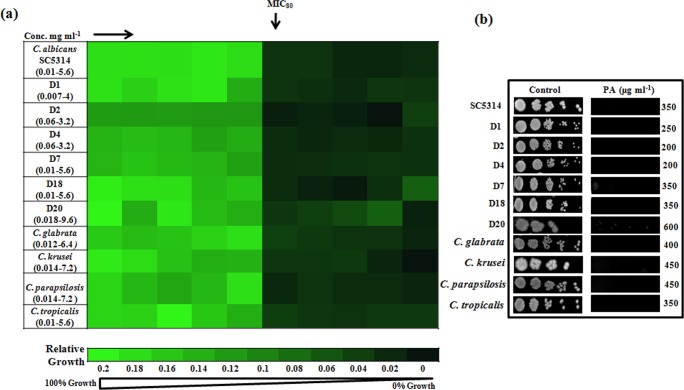
Drug susceptibility assays against *C*. *albicans* and non-*albicans* species of *Candida* in the presence of PA. **(a)** Broth microdilution assay to determine the MIC_80_ of *C*. *albicans* reference strain SC5314, clinical isolates (D1, D2, D4, D7, D18 and D20) and *C*. *glabrata*, *C*. *krusei*, *C*. *parapsilosis* and *C*. *tropicalis* in presence of PA. Data was quantitatively displayed with color (see color bar), where each shade of color represents relative optical densities of the cell. The minimum drug concentration that inhibits growth by 80% relative to the drug-free growth control is indicated as MIC_80_ for each strain. **(b)** Spot assay of *C*. *albicans* reference strain SC5314, clinical isolates (D1, D2, D4, D7, D18 and D20) and *C*. *glabrata*, *C*. *krusei*, *C*. *parapsilosis* and *C*. *tropicalis* in the absence (control) and presence of PA.

We extended our investigation to assess the effect of PA on the growth of other *Candida* spp. For this also, we performed both the drug susceptibility methods with PA on different non-*albicans* species of *Candida*. The broad repertoire for antifungal activity of PA was apparent from the fact that it was also effective against other tested non-*albicans* species of *Candida* (Fig 1). The range of sensitivity for non-*albicans* species towards PA was however variable and in the following order: *C*. *tropicalis* (200 μg ml^-1^)>*C*. *glabrata* (400 μg ml^-1^)>*C*. krusei/C. *parapsilosis* (450 μg ml^-1^). Thus, the drug susceptibility testing results indicated PA to be inhibitory not only against reference and clinical isolates of *C*. *albicans* but also non-*albicans* species. Furthermore, growth curve experiment confirmed that both 175 μg ml^-1^ and 225μg ml^-1^ were subinhibitory concentrations at which PA showed partial inhibitory effect on *C*. *albicans* (S1 Fig). Thus for transcriptional profiling and subsequent biochemical and phenotypic studies, we used PA at its subinhibitory concentrations of 175μg ml^-1^ or 225μg ml^-1^ (former being preferred in most experiments due to its lower value).

### Genomewide response of *C*. *albicans* transcriptome to PA

Over expression of the drug efflux pumps of ABC major superfamily is one of the leading mechanisms responsible for development of drug resistance in *Candida* against the antifungal drugs [29, 30]. Considering the above fact we assumed that the observed antifungal activity of PA may be the result of abrogated drug efflux. Therefore, we firstly investigated the efflux of R6G, a known substrate of ABC superfamily efflux pumps, in presence of PA. Our results (S2 Fig) showed no significant difference in the efflux rates of R6G. Thus, contribution of compromised efflux pump activity in susceptibility of *Candida* cells to PA was excluded suggesting that PA acts against *Candida* via some other mechanism.

For deeper insights into the possible mechanisms of PA against *C*. *albicans*, transcriptional profiling was performed. 

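Transcriptional profiling was deposited as 5 one-colour Agilent arrays, 2 of untreated control cells and 3 of cells grown with 175 μg ml-1 PA. The methods give 3 cultures per condition, and the 2 control arrays and 3 PA arrays are all that was analysed here. Each array carries 15208 spots for 6302 probes of 6202 genes, most probes being printed as 2 or 3 identical spots. The scanner output was deposited before normalization, as background-corrected Cy3 intensity per spot. The 5 arrays were dim, and the scanner software marked 2563 and 2699 spots of the control arrays and 2663, 2501 and 2588 spots of the PA arrays as well above background. These are between 16.4% and 17.7% of the spots of an array. Intensities were quantile normalized as the methods state, values under 1 were set to 1, and log2 was taken. Spots flagged as outliers were left out and the spots of a probe averaged. A gene was tested only where a probe was well above background on at least 2 of the 5 arrays, which left 1137 genes with a fit, while 4518 genes were well above background on 0 arrays and 543 on 1 array. PA was compared with control by limma with Benjamini-Hochberg adjustment, and every adjusted p given for a gene comes from that fit. With 2 arrays against 3, the smallest p of an exact permutation test is 0.1. Across the tested genes without a missing value the control arrays had a Pearson r of 0.994, the PA arrays 0.991 to 0.996 and arrays of different groups 0.977 to 0.982. These are correlations across genes, which are not independent replicates. Controls lay on one row of the slide and PA arrays on the other, so slide row and treatment cannot be told apart. The files list genes by their own identifiers. Of the genes of S2 and S3 Tables, 172 were paired with an identifier by the ORF name in the files and 69 by the wording of the gene description, and 38 were not analysed here.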

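Of the 1137 genes tested, 86 were lower and 105 higher in PA treated cells at an adjusted p under 0.05, and 398 had an unadjusted p under 0.05. The methods' t-test on the same values gave 154 lower and 173 higher genes at the unadjusted threshold and 30 lower and 33 higher after Benjamini-Hochberg adjustment. The number depended on single arrays. Without control replicate 2 it was 11 lower and 8 higher, and without PA replicate 3 it was 155 lower and 192 higher. The scaling changed the balance as well, and with each array set to its 75th percentile 107 genes were lower and 56 higher, as the median of all genes moved by -0.21 on the log2 scale.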

The microarray displayed 289 genes to be differentially regulated in PA treated cells grouped under various categories (Fig 2A). Of 289 genes, 223 genes were downregulated while the remaining 66 were upregulated in response to PA. 

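At the threshold of the methods, 45 of the tested genes were lower in PA by 1.5 or more on the log2 scale and 29 were higher by as much. Of these, 37 and 25 also had an adjusted p under 0.05. With normexp background correction 7 genes were lower and 4 higher by as much, but its offset of 50 draws folds of dim genes together by construction. In the authors' deposited normalized values with no requirement that a gene be above background, an alternative chosen after seeing the data, it was 258 genes lower and 123 higher among 6152 genes with 1 probe. Only 16 of the lower and 7 of the higher genes there had an adjusted p under 0.05. Among genes with an adjusted p under 0.05 whose PA arrays all lay on one side of both control arrays, the largest decreases were those of YCK2, CAL0004974, CAL0005596, OAR1 and TNA1. CAL0004974 and CAL0005596 were not paired with a gene of the tables. TNA1 (CAL0000988) was at least 7.20-fold lower. In such bounds the group not well above background is set at the lowest signal among genes well above background on each array, or at the gene's own signal where that is higher. They are differences between means of arrays and carry the error of these. For orf19.4674.1 and CAL0004974 the gene's own signal was the higher on every array, so that the bound is the fitted fold itself. The largest increases were those of orf19.2124 (CAL0005303, at least 11.4-fold), MNN1 (CAL0000325, at least 8.13-fold), MAK21, orf19.4674.1 and XOG1. MAK21 (CAL0003265) rose by 3.39 on the log2 scale with a standard error of 0.72. orf19.4674.1 (CAF0007466) was 9.39-fold higher by its own signal. XOG1 (CAL0006153) rose by 3.05 on the log2 scale with a standard error of 0.46. Without PA replicate 3 the bound of orf19.2124 was 4.34 on the log2 scale against 3.51, and MAK21 was 4.09. With each array left out in turn, YCK2, CAL0004974, OAR1 and MNN1 kept an adjusted p under 0.05, and the others did not. TNA1, MNN1, orf19.4674.1 and XOG1 were paired by the wording of their descriptions.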

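S2 Table names 218 different ORFs and S3 Table 61, of which 188 and 53 were paired with genes of the array. In the authors' deposited normalized values, the difference between the means of PA and control lay within 0.1 of the log2 fold change in the tables for 205 of 234 genes with 1 probe, and all 234 had the same sign. By scanner intensity, most genes of S2 Table were close to background. Of its 188 paired genes, 92 were well above background on 0 arrays and 57 on 1 array, and 39 were tested. For 118 of the 149 paired genes that were not tested, exactly 1 spot of the 2 control arrays was well above background and no spot of the 3 PA arrays was. Of the 39 tested genes, 37 were lower in PA, 30 of them by 1.5 or more on the log2 scale. Of these 37, 31 had an adjusted p under 0.05 (36 when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays). The other 2 were higher in PA, and 1 of them, COX6, had an adjusted p under 0.05. Of the 53 paired genes of S3 Table, 35 were tested, all 35 were higher in PA, 22 of them by 1.5 or more, and 25 had an adjusted p under 0.05 (32 adjusted over the list alone). Without control replicate 2, 9 genes of S2 Table and 4 of S3 Table had an adjusted p under 0.05. From these profiles the paper groups the genes by function and takes the groups as possible targets of PA.

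**Figure D1:**
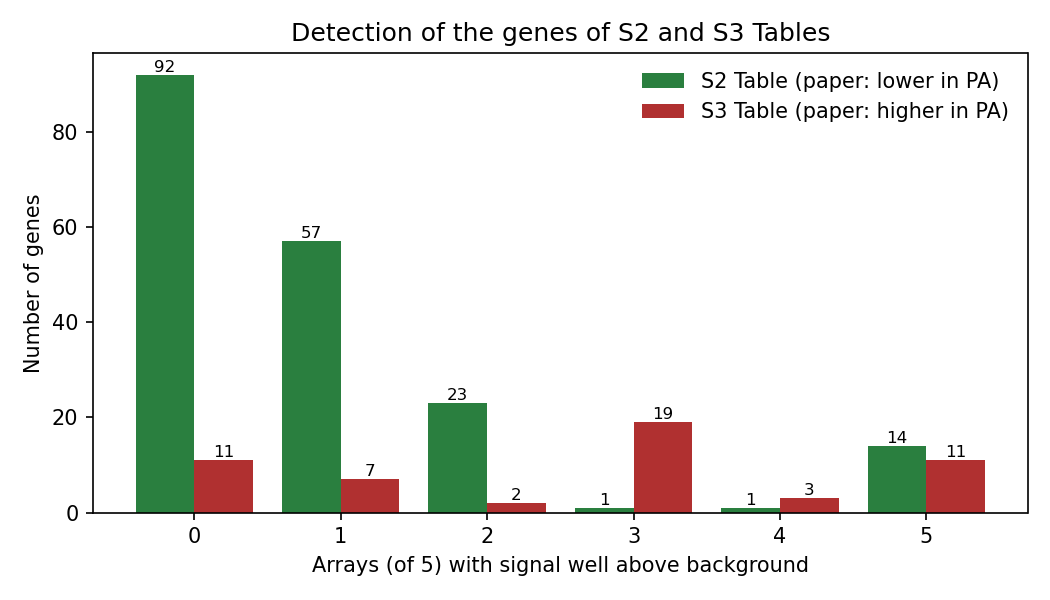
Number of paired genes of S2 Table (188 genes, green) and S3 Table (53 genes, red) by the number of arrays on which the gene was well above background. In S2 Table 92 genes stand at 0 arrays and 14 at all 5, and in S3 Table 11 stand at 0 and 11 at all 5.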

The details of gene categories, their description and the mean log_2_ fold changes are listed in S2 and S3 Tables. Apart from the variety of genes that were differentially regulated in response to PA we could detect some significant changes in genes associated to affect antifungal drug susceptibilities. Most strikingly, we explored a link with cellular stress coping calcineurin signaling pathway (described below). The transcriptome data further unravels that PA suppresses *C*. *albicans* growth via numerous targets such as disrupting the cell wall, cell membrane, inhibiting morphogenetic switching, cell adhesion and biofilm formation, mitochondria activity, cell cycle and DNA repair. The microarray data was validated by performing RT-PCR under growth condition similar to that used for microarray and selecting 14 genes from various differentially regulated categories. The genes included calcineurin signaling (*CNB1*, *VCX1*), cell wall (*KRE62*, *SKO1*), morphological switching (*TPK1*, *RFX2*), biofilm (*HWP1*, *DOT5*), DNA repair and cell cycle (*RAD57*, *CSM3*, *SPC98*, *CLB4*). 

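Of the 14 genes taken for RT-PCR, VCX1, NPC2, RFX2 and CSM3 were tested, and all 4 moved in the direction of the tables, 3 of them with an adjusted p under 0.05. NPC2 (CAL0003259) was well above background on both control arrays and on no PA array, and was at least 2.08-fold lower in PA (adjusted p 0.043, and up to 0.18 with an array left out). CNB1, KRE62, SKO1, GLN3, HWP1, DOT5, RAD57 and CLB4 were well above background on at most 1 array. On the control arrays 2 spots of DOT5, 3 of 6 spots of KRE62 and 1 spot of each of the others were well above background. No spot of these genes was on the PA arrays, so no fold is given. SPC98 was not analysed here. GLN3, for example, had 1 such spot of 6 on the control arrays and 0 of 9 on the PA arrays. The gene that the files describe as actin (CAL0001571), the reference of the RT-PCR, was saturated in both groups.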

The genes for RT-PCR were randomly picked up from all classes and the results proved all the tested genes had good correlation with the microarray results (Fig 2B).

**Fig 2:**
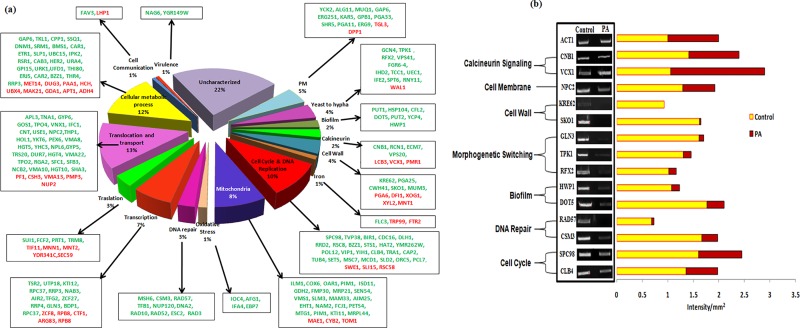
**(a) Transcriptional profiling of *C*. *albicans* in response to PA.** Pie chart showing various gene categories differentially regulated in PA treated cells. Green color show downregulated genes and red color shows upregulated genes. **(b) RT-PCR of differentially regulated genes in response to PA.** The left panels show transcript levels of *CNB1*, *VCX1*, *NPC2*, *KRE62*, *SKO1*, *GLN3*, *TPK1*, *RFX2*, *HWP1*, *DOT5*, *RAD57*, *CSM3*, *SPC98*, *CLB4* in lanes (1) Control, (2) PA (175μg ml^-1^). The right panel shows the quantitation (density expressed as Intensity/mm^2^) of the respective transcripts normalized with constitutively expressed *ACT1* transcripts.

### PA disrupts calcineurin signaling

The transcriptome data validated by RT-PCR has revealed a link with calcineurin signaling (Fig 2). Calcineurin pathway is an effective target which acts through Ca^2+^/calmodulin activation based Ser/Thr dependent signaling pathway and responsible for virulence of *C*. *albicans* [31]. Calcineurin is a heterodimeric protein that comprises of catalytic subunit *CNA1* and regulatory subunit *CNB1*. After activation of calcineurin by Ca^2+^ it dephosphorylates and activates Crz1p, a transcription factor that encodes the products to facilitate survival of the yeast during stress conditions [32] such as alkaline pH stress, ionic stress, membrane stress, endoplasmic reticulum stress, serum stress, hyphal growth, cell wall stress [10]. 

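VCX1 (CAL0005539) was well above background on all 3 PA arrays and on neither control array, and was at least 3.39-fold higher in PA. Its adjusted p was 0.019, and the highest was 0.090 with an array left out. The alternative that moved the bound most was normexp background correction, whose offset of 50 draws folds of dim genes together. There the bound was 0.047 on the log2 scale against 1.76, and the adjusted p was no longer under 0.05. In the authors' deposited values the difference was 1.97 and the bound 0.54, and it passed. ECM7 (CAL0000638) and VPS20 (CAL0002935) were well above background on 1 control array each, by 1 of 4 spots, and on no PA array. RCN1 (CAL0003031, paired by the wording of its description) had 1 bright spot of 6 on the control arrays and 0 of 9 on the PA arrays, and was well above background on no array by the average of its spots. These 3 were left out of the test by the filter on dim probes. With no filter all 7 calcineurin genes moved in the direction of the tables, and 0 had an adjusted p under 0.05 (2 when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays). LCB3 and PMR1 of S3 Table had 2 and 1 bright spots of 9 on the PA arrays and none on the control arrays.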

Few genes associated with calcineurin signaling cascade *CNB1*, *RCN1*, *ECM7*, *VPS20*, were down regulated and *VCX1*, a gene inhibited by calcineurin was upregulated as evidenced through microarray result (Fig 2). *VCX1* is linked with tolerance and virulence through calcineurin and Ca^2+^/H^+^ exchanger in various fungi including *C*. *albicans*, *Cryptococcus neoformans*, *Aspergillus fumigates* and *Saccharomyces cerevisiae* [33–36].

Taking clue from above observations and to verify that PA causes disruption of calcineurin pathway, we checked the response of *C*. *albicans* towards PA in the presence of different stresses that were dependent on functional calcineurin signaling cascade [18, 37]. For this, susceptibility assays were performed under serum stress, endoplasmic reticulum stress (ER stress), membrane stress, ionic stress and thermal stress. We observed that in contrast to the cells grown in absence of PA (Fig 3A), *Candida* cells with PA were hypersensitive in presence of all the calcineurin dependent stresses as depicted in Fig 3B–3F. Interestingly, at elevated temperatures (37°C and 42°C) we could not find any hypersensitive response even in presence of PA (Fig 3G). This corroborated the fact that response to thermal stress may not be governed by calcineurin in *C*. *albicans* [37].

**Fig 3:**
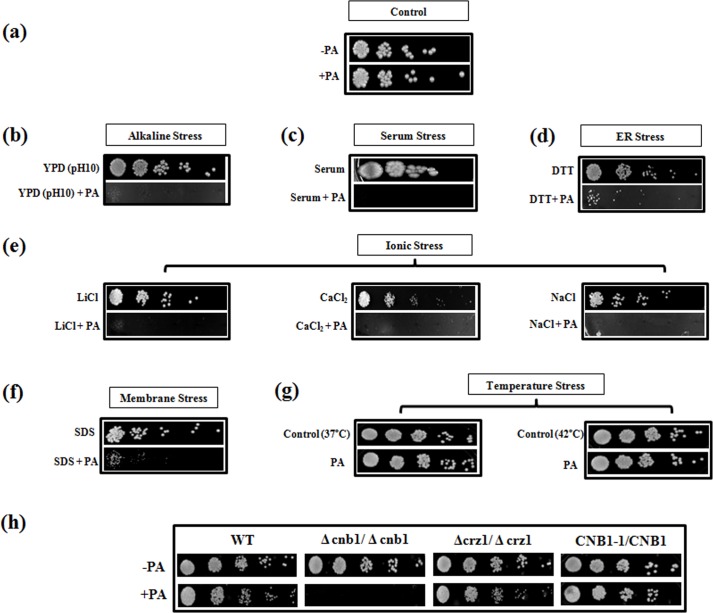
Susceptibility assays to reveal functional indispensability of calcineurin against PA in *C*. *albicans*. **(a)** Spot assay with and without PA (175 μg ml^-1^) as controls. **(b)** Spot assay with PA at alkaline pH10. **(c)** Spot assay with PA in serum (50% w/v). **(d)** Spot assay with PA under ER stress by DTT (20mM). **(e)** Spot assays with PA under various ionic stress conditions with LiCl (0.4M), CaCl_2_ (0.3M), NaCl (1M). **(f)** Spot assay with PA in presence of membrane perturbing agent SDS (0.02% w/v). **(g)** Spot assay with PA at elevated temperatures of 37°C and 42°C. **(h)** Spot assay depicting loss of growth in *Δcnb1* mutant in the presence of PA (225μg ml ^-1^) while the *Δcrz1* mutant and CNB1-1/CNB1 (calcineurin strain with constitutively expressed hyperactive allele of *CNB1*) were efficiently growing in presence of PA.

Disruption of calcineurin signaling pathway due to PA became further apparent when calcineurin mutants such as *Δcnb1* (regulatory B subunit), *Δcrz1* and calcineurin strain having hyperactive allele (*CNB1-1/CNB1*) were tested. We observed that in contrast to the WT cells, *Δcnb1* mutant was hypersensitive to PA while *Δcrz1* mutant was not susceptible. Furthermore, the calcineurin mutant strain having constitutively expressed hyperactive allele of *CNB1* remained resistant to PA (Fig 3H). This observation corroborates our microarray and RT–PCR results which showed downregulation of *CNB1* in presence of PA (Fig 2A and 2B). 

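CNB1 (CAL0004650, paired by the wording of its description) is printed as 2 spots on each array. It was well above background at 1 of 4 spots on the control arrays and at 0 of 6 on the PA arrays. Its difference was not detectable at this signal, and no fold is given. The gene described as the catalytic subunit of calcineurin (CAL0005100) and the one described as similar to Crz1p (CAL0004683) had no spot well above background on any array.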

Notably, transcription factor Crz1p, did not appear to have any significant role in PA mediated hypersensitivity as *Δcrz1* behaved similarly to WT cells (Fig 3H). This could be possible because Crz1p only moderately governs drug resistance downstream to calcineurin and probably has no major role in some of other effector functions [19].

The assumption that PA inhibits calcineurin was validated by molecular docking showing efficient binding of PA with active site of *CNB1* (Fig 4A). Our result depicts that the known calcineurin inhibitor, cyclosporine (as reference drug) had binding energy of -1.36 and inhibitory constant 101.43mM (Fig 4B). In comparison to the reference, PA had higher binding energy of -3.55 and lower inhibitory constant of 2.51mM confirming PA to be better calcineurin inhibitor. Moreover, distance between protein and ligand is lower in PA confirming an higher interaction and strong bonding of PA with the calcineurin protein. Together, all the above results clearly reveal that PA blocks calcineurin signaling pathway and functional calcineurin pathway is indispensable to sustain PA stress in *C*. *albicans*.

**Fig 4:**
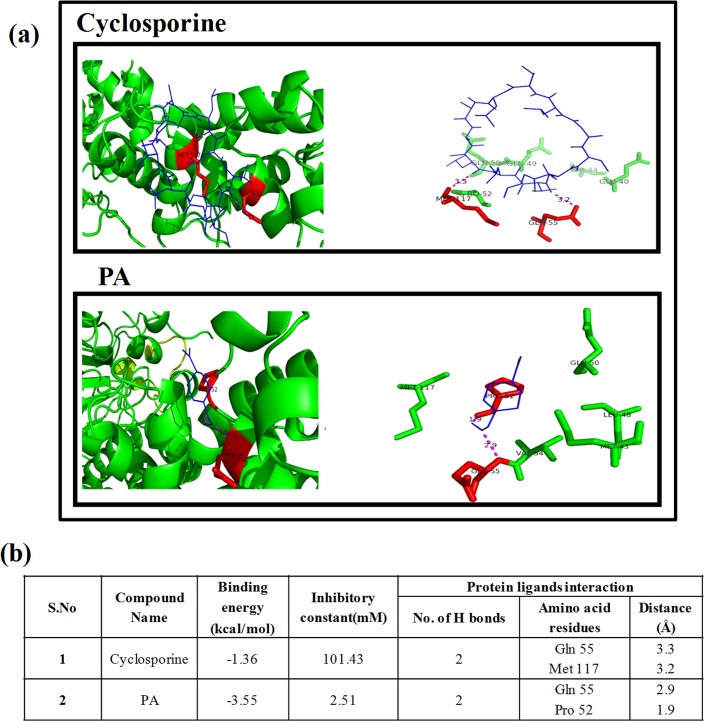
Molecular docking study on binding pattern of PA and cyclosporine (known calcineurin inhibitor) with calcineurin. **(a)** Interaction of PA (blue color ligand) binding with calcineurin (green color protein) at Gln at 55^th^ position and Pro at 52^nd^ position (depicted with red color). Interaction of cyclosporine (blue color ligand) binding with calcineurin (green color protein) at Gln at 55^th^ position and Met 117^th^ position (depicted with red color). **(b)** Binding specificities and interaction of calcineurin (Cnb1p regulatory unit) with PA.

### Effect of PA on cell membrane

To decipher the role of compromised calcineurin signaling in other cellular targets they were examined closely. Several observations such as functional indispensability of calcineurin signaling to sustain PA exposure demonstrated through this study, existence of crosstalk between calcineurin and membrane stress pathways [18] and cell membrane being the most common target of mostly used antifungal drugs due to its location and functional significance, necessitated to investigate the effect of PA on cell membrane. Our microarray study revealed certain membrane function associated genes that were downregulated viz. *YKC2*, *ALG11*, *MUQ1*, *GAP6*, *ERG251*, *KAR5*, *GPB1*, *PGA33*, *SHR5*, *PGA11*, *ERG9* and *orf19*.*4982* in response to PA possibly suggesting cell membrane of *C*. *albicans* as one of the target (Fig 2A and S2 Table). This was confirmed by susceptibility assay of *Candida* cells with PA in presence of fluconazole (Fig 5A) which depicts the disruption of cell membrane by PA. 

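YCK2 (CAL0001885, YKC2 in the text, paired by the wording of its description) was among the best measured of the membrane genes. Its normalized log2 signal was 7.94 ± 0.19 (SD, n = 2) in control and 4.06 ± 0.19 (SD, n = 3) in PA, a log2 fold change of -3.88 (standard error 0.17, adjusted p 0.0015). It stayed between -4.02 and -3.75 with each array left out in turn. With normexp background correction, whose offset of 50 draws folds of dim genes together, YCK2 fell by 1.29. ALG11 (CAL0005040) was well above background on both control arrays and on no PA array, and was 3.57-fold lower (adjusted p 0.025, and up to 0.13 with an array left out). As the gene's own signal was used on every PA array, this is its fitted fold, which lay between -1.99 and -1.54 on the log2 scale with each array left out. Of the other 10 genes, ERG251 and PGA11 were not analysed here. The remaining 8 were not tested, and 6 of them had 1 bright spot on the control arrays and 2 of them, GAP6 and orf19.4982, had 2. None had a bright spot on the PA arrays.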

The membrane perturbing effect of PA was also assessed by estimating the ergosterol levels. Interestingly, we observed a marked decrease (*P* value < 0.05) in ergosterol levels by around 53% in presence of PA (Fig 5B). This was also consistent with the fact that we found concomitant downregulation of *ERG9* and *ERG251* genes in our study (Fig 2A). 

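ERG9 (CAL0000316, paired by the wording of its description) was well above background at 1 of 4 spots on the control arrays and at 0 of 6 on the PA arrays, which was too little signal for a fold. ERG251 was not analysed here.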

Effect of PA on cell membrane was further evident by monitoring the passive diffusion of drug through cell membrane which was considerably enhanced (S2 Fig).

**Fig 5:**
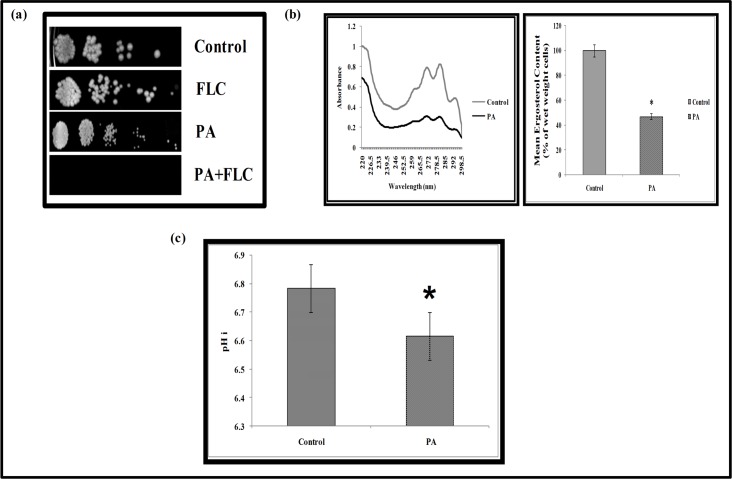
Effect of PA on cell membrane of *C*. *albicans*. **(a)** Spot assay with FLC (1μg ml^-1^), PA (175μg ml^-1^) and in combination of both. **(b)** Left panel shows UV spectrophotometric ergosterol profiles of *C*. *albicans* scanned between 220 and 300 nm from overnight culture grown in absence (control) and presence of PA (175 μg ml^-1^). Right panel shows relative percentages of ergosterol content in the absence (control) and presence of PA (175 μg ml^-1^). Mean of % ergosterol levels is calculated as described in materials and methods normalized by considering the untreated control as 100 ± SD of three independent sets of experiments is depicted on Y-axis and * depicts *P* value <0.05. **(c)** Intracellular pH (pHi) in presence of PA (MIC_80_) in *C*. *albicans* cells. Mean of pHi ± SD of three independent sets of experiments is depicted on Y-axis with respect to control & PA on X- axis and * depicts *P* value <0.05.

To further study the membrane disruption of *Candida* cells, the alteration in acidification was examined. 

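Among VMA8, VMA10, VMA13 and VMA22, VMA13 (CAF0006905) was tested. Its log2 signal was 1.30 ± 0.37 (SD, n = 2) in control and 1.55 ± 0.19 (SD, n = 3) in PA, a difference of 0.25 (standard error 0.22, adjusted p 0.47) that was within the spread of the arrays. It was -0.27 with scaling to the 75th percentile, -0.010 without control replicate 2, and 0.81 by the brightest of its probes. VMA8, VMA10 and VMA22 each had 1 spot well above background on the control arrays and none on the PA arrays, and were not tested.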

In the present study based on microarray data, some genes such as *VMA8*, *VMA10*, *VMA13* and *VMA22* were found to be differentially regulated (Fig 2A). *VMA* class of genes are known for vacuolar ATPase activity which is responsible for several cellular processes and regulates intracellular pH in yeast by pumping cytosolic proton inside intracellular organelles [38]. Thus we ascertained whether proton pumping ability was affected which in turn may have changed internal pH (pHi). We found that only control cells with normal ATPase activity maintains the mean pHi near neutrality at 6.8 whereas PA treated cells showed decrease in mean pHi at 6.6 possibly due to increased internal acidification (Fig 5C). Thus the results clearly established that PA disrupts membrane homeostasis in *C*. *albicans*.

### Effect of PA on cell wall integrity

Targeting cell wall is one of the efficient ways of inhibiting the fungal growth. For instance, some of the reported natural compounds such as curcumin, chloroquine (an effective anti malarial drug), hydroxytyrosol (an antioxidant found in olive leaves and oil) target cell wall integrity (CWI) for showing antifungal activity [39–41]. CWI pathway is known to regulate key cellular responses crucial for survival from exposure to antifungal drugs targeting the cell wall and also linked with calcineurin signaling suggesting crosstalk [39, 42, 43]. Our microarray data revealed prominent changes in the genes linked to CWI such as *KRE62*, *PGA25*, *CWH41*, *HWP1*, *SKO1*, *MUM3* that were down regulated (Fig 2A). 

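Of these genes PGA25 (CAL0001302) alone was tested. It was saturated on both control arrays, with a log2 signal of 15.92 ± 0.03 (SD, n = 2) against 13.95 ± 0.27 (SD, n = 3) in PA, so that it was at least 3.91-fold lower in PA (adjusted p 0.0080, and 0.069 at most with an array left out). KRE62 (CAL0003686) was bright at 3 of 6 spots on the control arrays and 0 of 9 on the PA arrays. CWH41 (CAL0004381), HWP1 (CAL0003753), SKO1 (CAL0001116) and MUM3 (CAL0000020) each had 1 bright spot on the control arrays and none on the PA arrays. The first 3 of these were paired by the wording of their descriptions.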

To confirm the effect of PA on CWI, we performed susceptibility assays in presence of cell wall damaging agents viz. CFW and CR. We observed *C*. *albicans* cells were unable to grow in presence of PA when administered with either CFW or CR (Fig 6A). The cell wall damaging effect was also confirmed by visualizing the PA treated *Candida* cells with SEM which revealed wrinkling and corrugation of cell surface morphology as compared with the untreated cells (Fig 6B). Furthermore, for a comparative analysis of cell wall damage, we used a spectrophotometric assay to measure cell sedimentation rates. Interestingly, sedimentation rate of cells grown in the presence of PA was almost three times faster in comparison to the control (Fig 6C) supporting the notion that cell clustering is affected during the membrane and cell wall stress. Moreover, this observation was also consistent with the downregulation of *CHT3* observed in our study (Fig 2A). The cell wall perturbation and downregulation of *CHT3* gene is known to be directly linked with the increased sedimentation rate of the cells [24]. These facts confirm that the anticandidal effects of PA are also associated with disruption of CWI. However, whether cell wall damaging effect of PA is due to compromised calcineurin pathway or independent mechanism requires further validation.

**Fig 6:**
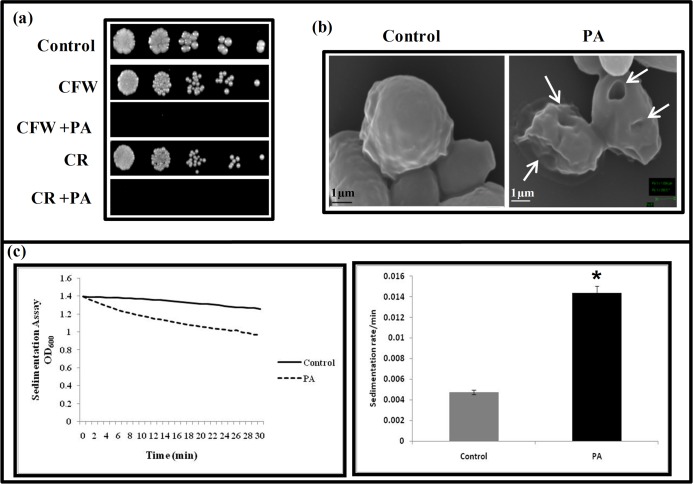
Effect of PA on the cell wall integrity of *C*. *albicans*. **(a)** Susceptibility assay showing hypersensitivity to PA (175 μg ml^-1^) in the presence of cell wall perturbing agents; CFW (10 μg ml^-1^) and CR (10 μg ml^-1^). **(b)** SEM images showing the smooth surface of untreated cell (control) and the crinkled cell wall with the leakage of its cell contents (marked with an arrow) because of the extensive damage caused due to PA. **(c)** Relative sedimentation of *C*. *albicans* cells. Left panel shows O.D_600_ of untreated (control) and PA treated (175 μg/mL) cells depicted on *y*-axis with respect to time (minutes) on *x*-axis. Right panel shows sedimentation rates per min on y-axis for control and PA on *x*-axis, calculated by estimating the difference in OD_600_ from 0 till 30 min per unit interval.

### Effect of PA on hyphal morphogenesis

Yeast to hyphal switching in *C*. *albicans* is one of the major factors governing the virulence and this transition is known to be directly linked to the calcineurin pathway in various pathogenic fungi [37]. 

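GCN4 (CAL0003864) and RFX2 (CAL0002933), both paired by the wording of their descriptions, were well above background on all 5 arrays. GCN4 had a log2 signal of 8.77 ± 0.29 (SD, n = 2) in control and 7.40 ± 0.19 (SD, n = 3) in PA, a log2 fold change of -1.37 (standard error 0.20, adjusted p 0.018, and up to 0.090 with an array left out). RFX2 changed by -2.01 (standard error 0.50), from 10.90 ± 0.47 to 8.88 ± 0.78, and with its wider spread had an adjusted p of 0.056 over all genes. It passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. Of the others, VPS41, IHD2, UEC1, IFE2, SPT6 and RNY11 had 1 bright control spot and none in PA, TCC1 had 2 in control and 1 in PA, and none of these was tested. FGR6-4 was not analysed here.

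**Figure D2:**
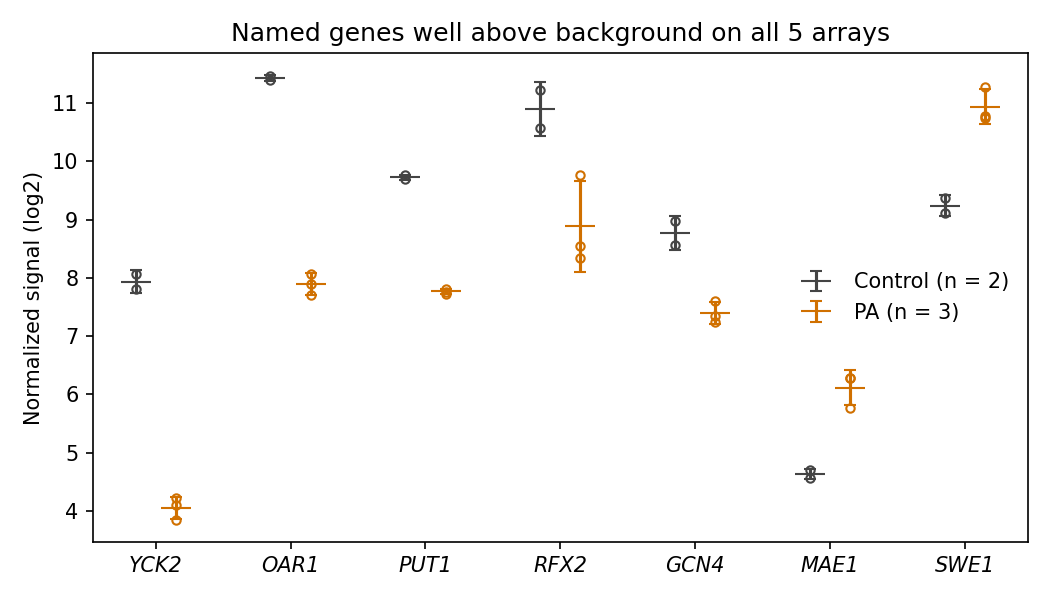
Normalized log2 signal of 7 genes named in the text that were well above background on all 5 arrays, in control (grey, n = 2) and PA (orange, n = 3). Circles are arrays, bars the mean and whiskers the SD. GCN4 stands at 8.77 in control and 7.40 in PA, and the wide whiskers of RFX2 come from an SD of 0.78 in PA.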

Our microarray data revealed that some genes responsible for the morphogenetic switching of *C*. *albicans* were differentially affected viz, *GCN4*, *TPK1*, *RFX2*, *VPS41*, *FGR6-4*, *IHD2*, *TCC1*, *UEC1*, *IFE2*, *SPT6*, *RNY11* (Fig 2A). Therefore, we scrutinized the effect of PA on this morphological switching in presence of various hyphae inducing conditions at 37°C. We found that PA treated cells completely lacked filamentation and appeared only in yeast form in contrast to the untreated *Candida* cells which were efficiently able to express hyphal form suggesting that PA is an active inhibitor of the morphogenetic switching (Fig 7A). The role of calcineurin in yeast to hyphal transition of *C*. *dubliniensis* and *C*. *lusitaniae* is well established [44, 45]. However, it is still unclear in *C*. *albicans*, as there is evidence which endorses the role of calcineurin for hyphal formation in *C*. *albicans* [46] while there exist reports which suggest otherwise [47, 48]. From our study, role of compromised calcineurin signaling due to PA being the main reason for inhibited morphogenetic switching cannot be ruled out.

**Fig 7:**
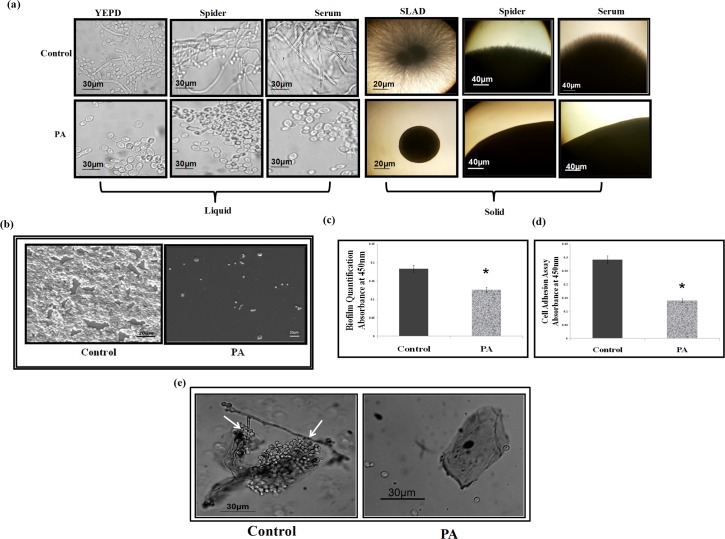
Effect of PA on virulence traits of *C*. *albicans*. **(a)** Effect of PA on Dimorphic Switching of *C*. *albicans*. Left panel shows hyphal morphogenesis in the liquid hyphal inducing media (YEPD, Spider media and YEPD with 10% Serum) in the absence (control) and presence of PA (225μg ml^-1^) in *C*. *albicans* at 4 hours (Magnification 40X). Right panel shows hyphal morphogenesis in the solid hyphal inducing media (SLAD medium, Spider medium and 10% Serum) in the absence (control) and presence of PA (225μg ml^-1^) in *C*. *albicans* at 4 hours (Magnification 4X). **(b)** SEM showing the biofilm formation in absence (control) and presence of PA (175μg ml^-1^). **(c)** Effect of PA (175μg ml^-1^) on biofilm formation of *C*. *albicans* depicted as bar graph and quantified by using MTT assay as described in material and methods. Mean of OD_450_ ± SD of three independent sets of experiments is depicted on Y-axis and * depicts *P* value <0.05. **(d)** Effect of PA (175μg ml^-1^) on cell adherence of *C*. *albicans* quantified by using MTT assay as described in material and methods. Mean of O.D_450_ ± SD of three independent sets of experiments is depicted on Y-axis and * depicts *P* value <0.05. **(e)** Effect of PA (175μg ml^-1^) on adherence of *C*. *albicans* to the buccal mucosal epithelial cell. Left panel shows *Candida* cells adhered to the epithelial cells marked by an arrow and inhibitory effect of PA showing no adherence in right panel.

### Effect of PA on biofilm formation and cell adhesion

A striking and clinically relevant virulence trait of *C*. *albicans* is its ability to form biofilms. The inhibited yeast to hyphal transition in response to PA observed in this study and functional morphogenetic switching as a prerequisite for biofilm formation [49, 50, 51] made us to try elucidate the effect of PA on biofilm formation of *C*. *albicans*. Moreover, the microarray data revealed down regulation in several important genes that were linked to the biofilm formation and cell adhesion such as *DOT5*, *PUT1*, *PUT2*, *HSP104*, *CFL2*, *YCP4* and *HWP1*(Fig 2A). 

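PUT1 (CAL0000320) was well above background on all 5 arrays, with a log2 signal of 9.73 ± 0.04 (SD, n = 2) in control and 7.77 ± 0.05 (SD, n = 3) in PA. The log2 fold change was -1.96 (standard error 0.11, adjusted p 0.0020) and stayed between -1.99 and -1.93 with each array left out. DOT5 (CAL0005188) and HSP104 (CAL0001410, paired by the wording of its description) were bright at 2 of 6 spots on the control arrays, and YCP4 (CAL0003651) at 1 of 6, with 0 of 9 on the PA arrays for each. PUT2 and CFL2 were not analysed here.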

Biofilm formation was firstly visualized by performing SEM in the absence (control) and presence of PA which depicts disruption in biofilm formation (Fig 7B). This result was further validated quantitatively by performing MTT assay which showed that biofilm formation was considerably (*P* < 0.05) inhibited by more than 30% in presence of PA in *C*. *albicans* (Fig 7C). Cell adherence is a primary step in formation of biofilm where *C*. *albicans* adhere to the substratum and extended extracellular matrix is assembled in the maturation step to develop the biofilm [50, 51]. So we tried to verify whether lack of biofilm formation in presence of PA is due to the inhibition of cell adherence. Cell adherence was observed to be significantly (*P* < 0.05) decreased on polystyrene surface by 52% in presence of PA (Fig 7D) showing it to be an efficient inhibitor of cell adherence in *C*. *albicans*.

### Effect of PA on adherence of *C*. *albicans* to buccal epithelial cells

To further substantiate the effect of PA on the adherence of *C*. *albicans*, an assay was performed using buccal epithelial cells [25]. Fig 7E clearly depicts that in contrast to the control where *Candida* cells adhered to the epithelial cells and only a few cells were left in the surrounding, PA treated *Candida* cells showed almost no adherence to the epithelial cells reinforcing our observation that PA leads to loss of adherence. By virtue of the ability of PA to block the virulence traits in *C*. *albicans*, further investigations are warranted.

### Effect of PA on DNA repair and cell cycle

Our microarray data revealed that several genes associated with DNA repair and cell cycle inhibition in *C*. *albicans* were differentially affected in response to PA *viz*. 

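Of 35 genes listed for DNA repair and cell cycle, all but SWE1 as downregulated, 33 were paired and 6 tested. MSH6, CSM3, BIR1, RRD2 and RSC8 were well above background on both control arrays and on no PA array. These 5 had an adjusted p under 0.05. CSM3 (CAL0005556) was at least 4.45-fold lower in PA and MSH6 (CAL0006305, paired by the wording of its description) at least 3.74-fold lower, with an adjusted p of 0.036 and 0.035. On the log2 scale these bounds were -2.15 and -1.90, and they fell to -1.57 without control replicate 1 for CSM3 and to -1.17 without control replicate 2 for MSH6. RSC8 (CAL0003837) was at least 2.36-fold, RRD2 (CAL0000234) at least 1.96-fold and BIR1 (CAL0001006) at least 1.61-fold lower. The signals were low, and with each array left out in turn the adjusted p of each of the 5 rose above 0.05 at least once. Another 27 of the listed genes were not tested. For 23 of these 1 spot of the control arrays was well above background, for the other 4 it was 2 spots, and no spot of the 27 was on the PA arrays. SPC98 and RAD52 were not analysed here.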

*MSH6*, *CSM3*, *RAD57*, *TFB1*, *NUP120*, *DNA2*, *RAD10*, *RAD52*, *ESC2*, *RAD3*, *SPC98*, *CLB4*, *TVP38*, *BIR1*, *CDC16*, *DLH1*, *RRD2*, *RSC8*, *BZZ1*, *STS1*, *HAT2*, *YMR262W*, *POL12*, *VIP1*, *YIH1*, *TRA1*, *CAP2*, *TUB4*, *SET5*, *MSC7*, *MCD1*, *SLD2*, *ORC5*, *PCL7* (Fig 2A). Therefore, effect of PA on DNA repair of *C*. *albicans* was evaluated. For this, *Candida* cells were spotted with PA in presence of EtBr, a known DNA damaging agent, at a concentration that showed no appreciable growth defect. The result depicts that *C*. *albicans* was unable to grow in presence of PA when spotted in combination with EtBr suggesting the inhibitory effect of PA may be related to some defect in DNA repair mechanisms in *C*. *albicans* (Fig 8A). This result was further confirmed by FACS analysis which showed that the number of cells arrested in S phase was 12.5% more in PA treated cells than the control (drug free) cells while the number of cells in G_0_/G_1_ and G_2_/M phase were decreased in PA treated cells in comparison to control by 14.5% and 15.6% respectively (Fig 8B). SWE1p, is a Wee1-family kinase that is expressed during late G1 and S phase and prevents the cell to enter both mitotic and the isotropic shift [52]. 

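SWE1 (CAL0005438, paired by the wording of its description) was well above background on all 5 arrays. Its log2 signal was 9.24 ± 0.18 (SD, n = 2) in control and 10.94 ± 0.30 (SD, n = 3) in PA, a log2 fold change of 1.70 (standard error 0.22, adjusted p 0.015). It stayed between 1.53 and 1.83 with each array left out, although the adjusted p then reached 0.090.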

Since, Swe1p stabilization endorses cell cycle arrest, its upregulation as revealed in our study is only be fitting (Fig 2A). Similarly, *RAD52* is the gene known to play role in the homologous recombination, genomic stability and DNA repair in *C*. *albicans* [53, 54], was downregulated in our study (Fig 2A). *CLB4*, is a homolog of *CLB5/CLB6* which is S-phase specific cyclin in *S*. *cerevisiae* [55], was also downregulated in PA treated cells supporting our FACS data which depicts cell cycle arrest at S phase (Fig 8B). Thus downregulation of genes associated with DNA repair and cell cycle, inability to grow in presence of DNA damaging agent and the cell cycle arrest of *C*. *albicans* confirms that PA obstructs the DNA repair machinery and cell cycle in *C*. *albicans*.

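CLB4 (CAL0003132, paired by the wording of its description) was well above background on no array by the average of its spots. It was bright at 1 of 6 spots on the control arrays and at 0 of 9 on the PA arrays, and no fold is given.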

**Fig 8:**
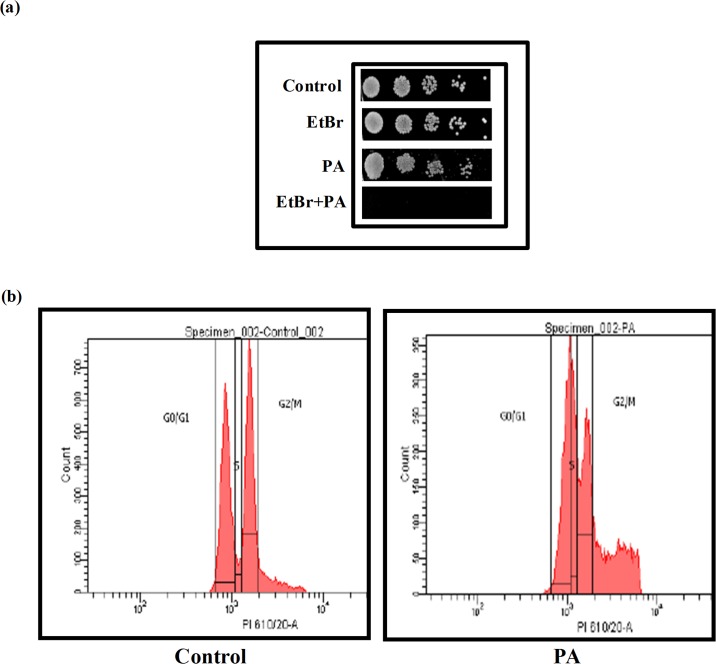
Effect of PA on DNA repair and cell cycle. (a) Spot assay in absence (control) and presence of PA (175μg ml^-1^) depicting loss of growth with DNA damaging agent EtBr (50μg ml^-1^). (b) Cell cycle analysis of control and PA (175μg ml^-1^) treated *C*. *albicans* by Flow Cytometry.

### Effect of PA on mitochondrial activity

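OAR1 (CAL0003415) had a log2 signal of 11.43 ± 0.05 (SD, n = 2) in control and 7.89 ± 0.18 (SD, n = 3) in PA, a log2 fold change of -3.54 (standard error 0.15, adjusted p 0.0015). COX6 (CAF0006913) has more than 1 probe and was paired by its ORF name, while its description in S2 Table matched another identifier. By scanner intensity it was higher in PA, at 9.27 ± 0.38 (SD, n = 3) against 7.83 ± 0.17 (SD, n = 2), a log2 fold change of 1.44 (standard error 0.25, adjusted p 0.025, and up to 0.13 with an array left out). By its brightest probe it was 0.59 and with normexp background correction 0.55, and did not pass in either. MAE1 (CAL0004908, paired by the wording of its description) rose by 1.48 on the log2 scale (standard error 0.21, adjusted p 0.018, and up to 0.090 with an array left out), from 4.63 to 6.12. CYB2 (CAL0001565, paired likewise) was well above background on 2 of 3 PA arrays and on neither control array, while its PA replicate 3 was at the level of the controls (0.40 against 0.39 and 0.40 on the log2 scale). It did not pass the test (adjusted p 0.29), and its bound of 0.60 on the log2 scale was 0.035 without PA replicate 1 and 0.041 without control replicate 2, so no fold is given. The 17 other paired genes were not tested. For 14 of them only 1 spot was well above background, in the group the tables give as higher. MAM33 and EHT1 were not analysed here.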

Our microarray data clearly revealed various mitochondrial genes such as *ILM1*, *COX6*, *OAR1*, *PIM1*, *ISD11*, *GDH2*, *FMP30*, *MRP21*, *SEN54*, *VMS1*, *SLM3*, *MAM33*, *AIM25*, *EHT1*, *NAM2*, *FCJ1*, *PET54*, *MTG1*, *PIM1*, *KTI11*, *MRPL44*, *MAE1*, *CYB2*, *TOM1* that were differentially regulated in response to PA (Fig 2A). Hence we examined whether or not the anticandidal effect of PA is linked with compromised mitochondrial activity. This was confirmed by spotting *C*. *albicans* on YPG medium, having non-fermentable carbon source, in presence of PA. Hypersensitivity of *C*. *albicans* on YPG medium in the presence of PA, in contrast to control cells which were growing efficiently without PA in the same medium, confirmed the dysfunction of mitochondria (Fig 9A). To further validate our observations, we quantitatively analyzed the mitochondrial activity through MTT assay, a commonly used indicator of cellular metabolic activity, which is reduced to colored formazan by mitochondrial enzymes and electron carriers correlating with mitochondrial activity [28]. To our expectation, we found the mitochondrial activity was considerably reduced to 53% in the presence of PA (Fig 9B) reinforcing that PA abrogates the mitochondrial activity in *C*. *albicans*. Considering the emerging role of mitochondria in MDR of *C*. *albicans* [56] further work is needed to reveal the precise mechanisms by which PA causes mitochondrial dysfunction.

**Fig 9:**
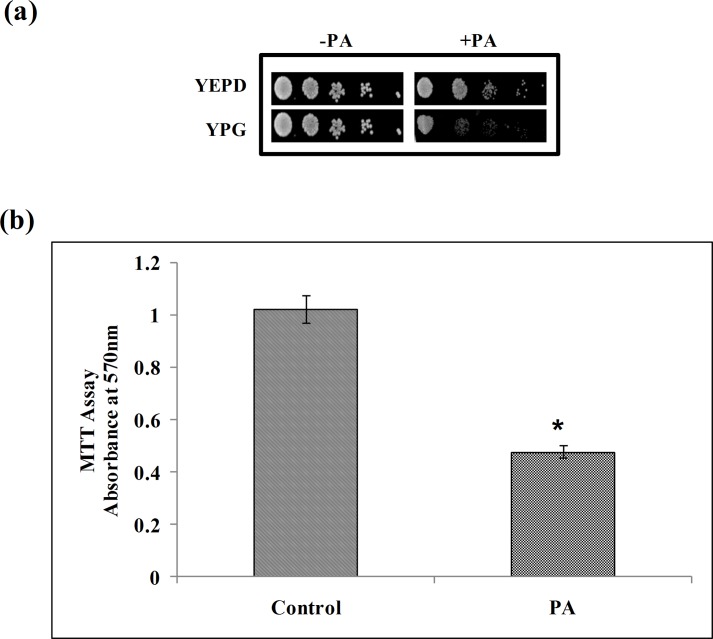
Effect of PA on mitochondria activity. **(a)** Spot assays in absence and presence of PA (175 μg ml^-1^) in YEPD (fermentable carbon source) and YPG media (non-fermentable carbon source). **(b)** Effect of PA (175μg ml^-1^) on mitochondrial activity of *C*. *albicans* depicted as bar graph and quantified by using MTT assay as described in material and methods. Mean of O.D_570_ nm ± SD of three independent sets of experiments is depicted on Y-axis and * depicts P value <0.05.

## Conclusion

Natural compounds like PA that have potential to be used as antifungal agents have become a rehabilitated source of interest in the era of ever increasing MDR burden. Our data has showed enough promising antifungal potential of PA with its multiple mechanisms of actions (Fig 10) to draw attention for further investigations. May be further chemical modification could be an attractive approach to increase its potency which could further be helpful in lowering the dosages of present antifungals in combination. Together, natural chemosensitizing agent such as PA presents an opportunity to employ this new information in improving the antifungal treatment strategies.

**Fig 10:**
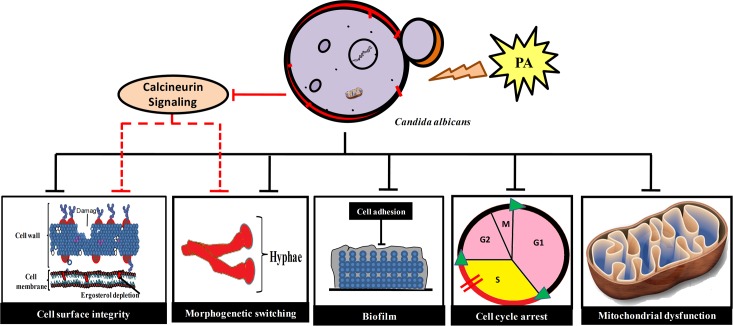
Summary of PA mode of action in *C*. *albicans*. PA blocks calcineurin signaling, affects cell surface integrity (cell wall and cell membrane), yeast to hyphal transition, biofilm formation, cell cycle arrest at S phase and mitochondria dysfunction (shown by dark lines). Abrogated membrane homeostasis, cell wall integrity, yeast to hyphal transition could also be the result of compromised calcineurin signaling because of PA (denoted by red dashed lines). All these disrupted mechanisms due to PA are necessary to sustain drug tolerance and virulence in *C*. *albicans*.

## Supporting Information

S1 Fig Growth Curve of *C*. *albicans* in response to PA. The growth of the cells depicted by measuring absorbance at 600nm (γ-axis) with respect to time in hours (*x*-axis) in the absence (control) and presence of 175, 225 and 350μg/ml PA.
(DOC) Click here for additional data file.

S2 Fig Drug efflux assay and passive diffusion in presence of PA. Extracellular concentrations of R6G for *C*. *albicans* (SC5314) cells grown in absence (control) and presence of PA (175 μg ml^-1^). For passive diffusion and efflux assay the *C*. *albicans* (SC5314) cells cultured overnight at 30°C in absence (control) and presence of PA (175 μg ml^-1^) were harvested, washed and resuspended in 2% cell suspension with PBS containing 5mM 2-DOG and 5mM 2,4 DNP for 1h to de-energize the cells and subsequently harvested at 5000xg for 3 min. The harvested cells were washed and resuspended in PBS 2% (w/v) with 10μM R6G for 40 min. After washing with PBS (-Glu) the cells were centrifuged at 10,000xg for 1 min and OD_527_ of the supernatant were measured at indicated time points for passive diffusion of R6G. For efflux assay, the penultimate step washing is done with PBS (+Glu) after 10 min (indicated by arrow) and then the cells were centrifuged at 10,000xg for 1 min and OD_527_ of the supernatant were measured at indicated time points. Mean of OD_527_ ± SD of three independent sets of experiments are depicted on γ-axis with respect to time (minutes) on *x*-axis.
(DOC) Click here for additional data file.

S1 Table List of primers used for RT-PCR in the study. (DOCX) Click here for additional data file.

S2 Table List of downregulated genes in response to PA. (DOCX) Click here for additional data file.

S3 Table List of upregulated genes in response to PA. (DOCX) Click here for additional data file.

## Abbreviations

PA: Perillyl alcohol
R6G: Rhodamine 6G
2-DOG: 2-Deoxy D-glucose
2,4 DNP: 2,4 Dinitrophenol
CFW: Calcoflour white
CR: Congo Red
YEPD: Yeast Extract Peptone Dextrose
SEM: Scanning Electron Microscopy

# Supplementary material for: Anticandidal Effect and Mechanisms of Monoterpenoid, Perillyl Alcohol against Candida albicans
**Source:** PLoS One. 2016 Sep 14;11(9):e0162465. doi: 10.1371/journal.pone.0162465
**Supplement:** S1 Table

**S1 Table. List of primers used for RT–PCR in the study.**

| **Sr. No.** | **Gene name** | **Primer Sequence** |
| --- | --- | --- |
|  | ACT1 | **F:**TTTTGACCTTGAGATACCCA  **R:**GGAGCTCTGAATCTTTCGTT |
|  | CNB1 | **F:**ATGGGGGCTAATGCAAGTAT  **R:**AATGTCAAAGTGTTGGCAAT |
|  | VCX1 | **F:**TTGGGTATTATTGCTGGG  **R:**CAAGTAAACGATCAACAAGA |
|  | NPC2 | **F:**GAACTTGGCAATTGTTACCC  **R:**CAGGGAATATAATTGTAGCAG |
|  | KRE62 | **F:**AAGAAGTCTGGTGGGAAA  **R:**CCATAATAAAGTTCCACCGC |
|  | SKO1 | **F:**AATTACCAGGTATTACGCCAC  **R:**ACTCAGAGGGGTTTGTGTTA |
|  | GLN3 | **F:**TAGGTGCCACACATGATAAA  **R:**TATGGCTATTGGCGTTTG |
|  | TPK1 | **F:**ATGGAACCAGCAGACACAA  **R**:CCCCCACATTCGAATTAT |
|  | RFX2 | **F:**AACAACATCTACCACACATCC  **R:**CTGATGTTGTCGTAAAGCAG |
|  | HWP1 | **F:**ACTACCCACAACAACCACAA  **R:**GCAGATGATGATTCTGAAGTG |
|  | DOT5 | \| **F:**ACAACCACCTACCAAGAAAGT \| \| --- \| \| **R:**GGCACTTGTAAAGCTGACTT \| |
|  | RAD57 | **F:**AAAAGGATTTGCAAGTCG  **R:**GAATCTTCTCTCCGGAAA |
|  | CSM3 | **F:**ATAGAGACTCCTCGACCCAA  **R:**GGCTGCTATTAATTCTCTTC |
|  | SPC98 | **F:**CTTTATCGGAACAAACCA  **R:**CCCTTTCACTATCCAATGTT |
|  | CLB4 | **F:**CAGTGCTTATTGATTGGGTC  **R:**TCTTCCCAATAGTATTCTTGA |

# Supplementary material for: Anticandidal Effect and Mechanisms of Monoterpenoid, Perillyl Alcohol against Candida albicans
**Source:** PLoS One. 2016 Sep 14;11(9):e0162465. doi: 10.1371/journal.pone.0162465
**Supplement:** S2 Table

**S2 Table. List of downregulated genes in response to PA.**

¥: Gene names and ORF numbers according to the *Candida* genomic database.

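The values of S2 Table are differences between mean log2 signals of PA treated and control cells. The arrays analysed here are 2 of control and 3 of PA treated cells, so that a control mean has 2 values and a PA mean 3.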

*: The average expression ratio (Log_2_ fold changes) from three independent experiments is shown. Negative numbers indicate downregulation.

¶: These genes were partially downregulated (<1.5) but are included considering their significance to the present study.

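In S2 Table this mark stands at CNB1, RAD3 and RAD52. RAD3 (CAL0002854) was bright at 1 of 6 spots on the control arrays and 0 of 9 on the PA arrays, and CNB1 likewise had 1 bright spot in all. Neither had signal enough for a fold, and RAD52 was not analysed here.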

# Supplementary material for: Anticandidal Effect and Mechanisms of Monoterpenoid, Perillyl Alcohol against Candida albicans
**Source:** PLoS One. 2016 Sep 14;11(9):e0162465. doi: 10.1371/journal.pone.0162465
**Supplement:** S3 Table

**S3 Table. List of upregulated genes in response to PA.**

¥: Gene names and ORF numbers according to the *Candida* genomic database.

*: The average expression ratio (Log_2_ fold changes) from three independent experiments is shown. 

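The values of S3 Table were made as those of S2 Table. Of its 53 paired genes, 19 were well above background on 3 arrays and 11 on all 5, a larger share than in S2 Table.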

Positive numbers indicate upregulation.

How the deposited data were processed for this re-analysis (not part of the article)

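RNA of *C. albicans* grown without PA (2 arrays) or with 175 μg ml-1 PA (3 arrays) was measured on one-colour Agilent arrays. The authors extracted the spots with Feature Extraction and deposited for each array the Cy3 intensity of every spot, background corrected, with a surrogate value at spots not above background, and not normalized between arrays. They also deposited normalized log2 values per gene, which the methods describe as made in GeneSpring with quantile normalization. These were used for genes with 1 probe, apart from the counts over divisions of the arrays, which take all genes. Across 6152 such genes the deposited difference between PA and control followed that of the linear mean of the normalized spots with a Pearson r of 0.968, and across the 50 genes with more than 1 probe with 0.744, a comparison made after seeing the data. These are correlations across genes, which are not independent replicates.

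From the scanner files, the intensity of 15208 spots was quantile normalized across the 5 arrays, set to 1 where lower, and put on the log2 scale. Spots flagged as outliers were left out, saturated spots were kept, spots of a probe were averaged, and probes of a gene were averaged. A probe counted as well above background on an array where at least a share of 0.5 of its spots did, and a gene was tested with a probe well above background on at least 2 arrays. PA was compared with control by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over 1137 genes and a threshold of 0.05. Where every array of a group was not well above background, or saturated, only a bound was given. Tables were made with Python 3.11.15. The steps were tested on simulated data, PA against control arrays made from the signal and spread of the real ones with 200 of 1115 genes changed. They called 79.5% of the changed genes in the right direction and 0 in the wrong one, and called 7 unchanged genes. The number of arrays limits the precision. Between 1088 and 1173 genes were well above background on an array.

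The files give an ORF name in full for 3768 of 6202 identifiers. Genes of S2 and S3 Tables were paired by the ORF name (172 genes) or, failing that, by the wording of the gene descriptions (69 genes), where the shared weight of words was at least 0.5 and the best score at least 1.5 times the next. A share of at least 0.3 was allowed where the description in the files also names the protein, a limit added on seeing which genes of the text were left unpaired. Both limits were set before fold changes were compared with the tables. Of 12 genes with an ORF name whose wording also met the rule, 11 gave the same identifier. RAD52 and FTR2 share an ORF name with another gene of the tables and were left out.

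The genes to name were chosen before the data were examined, as were the comparisons and the alternatives not marked here as later ones. They were every gene of the paper's lists, actin, the calcineurin catalytic subunit, CRZ1 and efflux pumps, and the 5 largest increases and decreases among genes with an adjusted p under 0.05 whose PA arrays all lie on one side of both control arrays. Efflux pumps were not analysed here. Gene families were to be defined by gene names. As the files lack most names, they were defined by words in the gene descriptions, a change made after seeing the data, and tested by camera with an inter-gene correlation of 0.01 and by fry. The list of words was written before directions were seen. Families with fewer than 5 tested genes were not tested.

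The alternatives were other normalizations (75th percentile, cyclic loess), normexp background correction with an offset of 50, other filters on dim probes, the brightest probe, flagged spots kept, a linear fold threshold, eBayes with trend and robust, the methods' t-test, the replicate number as a block, the authors' deposited values, and each array left out. The 75th percentile was taken over spots well above background on all arrays. Taking it over all spots, the median of a probe's spots, and the deposited values with no filter were added after seeing the data. All arrays were on 1 slide and 1 scan, so no block for these was run.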

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

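The test on slide row was chosen after the layout of the arrays was known.

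Among the genes with an adjusted p under 0.05, 55 lower and 79 higher genes in PA were not paired with a gene of S2 or S3 Table, and stand out because they lie outside the genes the paper lists. Some may be among the 38 genes of the tables that were not analysed here. The count sets no limit on the fold, while the methods of the paper require 1.5 on the log2 scale. Of all genes with an adjusted p under 0.05, listed or not, 37 lower and 25 higher were past 1.5. Many of the unlisted genes may thus be outside the tables because their change was smaller. The largest decreases among them were those of CAL0004974, well above background on both control arrays and no PA array (13.2-fold lower by its own signal, adjusted p 0.0026), and CAL0005596, with a log2 fold change of -3.59 (standard error 0.39, adjusted p 0.011, and up to 0.079 without control replicate 2). Another 57 genes that passed were paired with a table gene. Without control replicate 2 only 11 lower and 8 higher genes passed in all, 17 of them among the 191 of the full comparison. Of the 10 ways of dividing the 5 arrays into 2 and 3, 1, the real one, gave as many genes as 191 and the others gave 0, but with 10 divisions the smallest share is 0.1, so this count alone cannot exclude chance. The row of the slide cannot be told apart from the treatment, since 0 rows hold arrays of both groups. As to the normalization, 129 of the 191 genes passed in the same direction with the 75th percentile and 136 with cyclic loess. An effect of PA and one of the slide row both stay open.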

How the results depend on the processing

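The tests by gene family, those with the 75th percentile over all spots, with the median of the spots of a probe and with the unfiltered deposited values were chosen after the data were seen.

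The number of genes with an adjusted p under 0.05 (86 lower, 105 higher) depended on single arrays. With each array left out it ranged from 11 to 155 lower and from 8 to 192 higher, lowest without a control array, where the lone control is assumed to vary like the PA arrays, and highest without PA replicate 3. Past 1.5 on the log2 scale the counts ranged from 40 to 52 lower and from 31 to 40 higher, and with an adjusted p under 0.05 as well from 10 to 37 and from 8 to 34. Of 24 named genes with an adjusted p under 0.05, 5 (YCK2, OAR1, PUT1, MNN1 and CAL0004974) kept it with each array left out. None of the 24 changed direction under an alternative that gave it a value. The deposited values were not used for COX6, which has more than 1 probe, and there its difference was -1.54, the opposite direction. Of these 24, 12 no longer passed with normexp, 18 with no filter on dim probes, 18 by the methods' t-test with Benjamini-Hochberg adjustment, 17 in the unfiltered deposited values, 16 and 19 without control replicates 1 and 2, 13, 16 and 1 without PA replicates 1, 2 and 3, and at most 2 under each of the other alternatives. The methods' t-test gave 154 lower and 173 higher genes unadjusted, and 30 and 33 after Benjamini-Hochberg adjustment, with 11 and 7 past 1.5. It estimates the spread of each gene from 5 arrays alone. Of the 24 named genes YCK2, OAR1, PUT1, MNN1, CAL0004974 and PGA25 passed it with adjustment, and all 24 unadjusted.

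Scaling changed the balance of directions. The share of lower genes was 45.0% in the main comparison, 65.6% with the 75th percentile, 56.9% with cyclic loess, 58.4% with normexp, 37.6% with the deposited values and 23.2% with the 75th percentile over all spots, which moved the median of all genes by 0.35. With the 75th percentile 56 genes were higher, 17 past 1.5 and 13 of them with an adjusted p under 0.05, and 56 genes were lower past both. VMA13 was then -0.27 against 0.25. With each array left out it ranged from -0.010 without control replicate 2 to 0.52 without control replicate 1, and its adjusted p over all alternatives from 0.26 to 0.98. The cause was not tested. Cyclic loess gave 66 higher genes, 15 past both. The 75th percentile over all spots gave 205 higher genes, 52 past 1.5 and 52 past both, and 4 of the 191 genes changed sign there. Normexp gave 57 higher genes, and past 1.5 only 7 lower and 4 higher, or 5 and 2 with an adjusted p under 0.05. Its offset of 50 draws folds of dim genes together by construction. The cause of the other shifts was not tested.

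With no filter on dim probes 6198 genes were tested, and 29 lower and 18 higher passed, 12 and 7 of them past 1.5. In the paper's direction were then 13 of the RT-PCR genes, 7 calcineurin, 10 membrane, 4 VMA, 6 cell wall, 8 hyphal, 5 biofilm, 31 DNA repair and cell cycle and 19 mitochondrial genes, with 176 genes of S2 Table and 53 of S3 Table. The deposited values with no filter gave 16 lower and 7 higher genes, 16 and 7 of them past 1.5, 258 and 123 genes past 1.5 with no test, and 13, 7, 10, 3, 6, 10, 5, 33 and 18 genes of the same lists and 184 of S2 Table. More genes tested is how these were made. The lists were chosen on these arrays, so their directions are not independent evidence. Requiring all 5 arrays to be well above background left 16 lower and 11 higher genes past 1.5, 13 and 9 with an adjusted p under 0.05, and in the paper's direction 1 RT-PCR, 0 calcineurin, 1 membrane, 0 VMA and 1 DNA repair and cell cycle gene, 12 genes of S2 Table and 11 of S3 Table, as fewer genes were tested. A linear fold of 1.5 gave 150 lower and 245 higher genes, 82 and 101 with an adjusted p under 0.05. The deposited values gave 52 higher genes past 1.5. The 1 VMA gene in the paper's direction became 0 with the 75th percentile, with the deposited values, where VMA13 has no value used, and without control replicate 2, so that left-out arrays gave 0 to 1. For S3 Table they gave 34 to 35.

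Of 5 gene families, 0 passed by camera in the main comparison, 1 had an unadjusted p under 0.05, and 3 passed by fry at 0.047 (respiratory chain, CDC and GPI-anchored). The respiratory chain and ATP synthase (13 genes, 11 higher, median 0.69) had an adjusted p of 0.059 by camera and passed with the 75th percentile (0.040), cyclic loess (0.044), flagged spots kept (0.045), the median of spots (0.036) and without PA replicate 3 (0.010), each giving 1 family, so that left-out arrays gave 0 to 1. Over all alternatives its adjusted p lay between 0.0098 and 0.26. CDC (5 genes) and heat shock proteins (10 genes, mean 0.07, median -0.44) had 0.12, and ribosomal (75 genes, mean 0.03) and GPI-anchored proteins (20 genes, mean 0.04) 0.57. Camera sets a family against the other tested genes, not against 0, and the median of all tested genes was 0.076. In these last 3 families camera gave the direction down while the mean was above 0. That direction changed for ribosomal proteins under cyclic loess (adjusted p 0.868), with no filter (0.868), with the 75th percentile over all spots (0.772) and in the unfiltered deposited values (0.959), for heat shock proteins with the 75th percentile over all spots (0.772), and for GPI-anchored proteins with no filter (0.873), over all spots (0.854) and in the unfiltered deposited values (0.875). The cause was not tested.

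Control and PA arrays share replicate numbers. As a replicate block these gave 98 lower and 114 higher genes and 1 family, the respiratory chain (0.0098). PA replicate 3 has no control of the same number, so these fold changes come from replicates 1 and 2 alone. The like comparison is that without PA replicate 3, which gave 155 lower and 192 higher genes. With the block ALG11 and BIR1 no longer passed. Arrays of the same number did not deviate together (correlation of deviations -0.0015 and -0.0098), so they share only a number. Slide and scan as a block were not run, as there was 1 of each. Signal over background limits the results, as 4518 of 6202 genes were well above background on 0 arrays.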

Differences from the paper's values

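The deposited values with no filter and the 75th percentile over all spots were chosen after the values were seen, as was the comparison with deposited values of genes with more than 1 probe, and the other alternatives before the data were examined.

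The paper gives 289 genes differentially regulated, 223 down and 66 up. Here 74 tested genes lay at or past 1.5 on the log2 scale, 45 lower and 29 higher. Counts were taken to differ where one was more than 1.5 times the other. The count of higher genes did not differ with the authors' deposited values (52 genes), and differed under the other alternatives set before the data were examined. The total and the count of lower genes did not differ with a linear fold of 1.5 (395 and 150 genes) and differed under the others. Among alternatives chosen after seeing the values, the 75th percentile over all spots gave 52 higher genes, which does not differ. The unfiltered deposited values gave 258 lower and 123 higher genes. There the count of lower genes and the total did not differ, and the count of higher genes did.

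A log2 fold change was taken to differ where the sign was opposite or the gap was larger than the SD between arrays, or the rounding of the paper's value if that was larger, and a bound where it was over 1.5 times the paper's fold. For COX6 the paper's log2 fold change is -1.5 and the value here 1.44, and for orf19.442 the paper's is -1.6 and the value here 0.48. Both differed under every alternative that gave them a value, although orf19.442 was -0.06 with normexp and -0.42 by its brightest probe. For VMA13 the paper's value is 1.5 and the value here 0.25, which differed likewise under every alternative with a value. These 3 genes have more than 1 probe, and the authors' deposited values, not used for such genes, give -1.54 for COX6 (CAF0006913), -1.56 for orf19.442 (CAF0006898) and 1.46 for VMA13 (CAF0006905). Across the 50 genes with more than 1 probe the deposited differences had a Pearson r of 0.744 with those of the linear mean of the normalized spots, against 0.968 across 6152 genes with 1 probe. By that linear mean COX6 (CAF0006913) was 0.73, orf19.442 (CAF0006898) -0.35 and VMA13 (CAF0006905) 0.58, so the sign of orf19.442 depends on how its spots are averaged. For PUT1 the paper's value is -1.9 and the value here -1.96, a gap below its standard error that counts as differing only because its arrays were close together. It did not differ with the deposited values (-1.92) and without control replicate 1 (-1.93) or PA replicate 1 (-1.94), and differed under the others. For orf19.6276 the paper's value is -1.8 and the value here -2.08, which did not differ with the deposited values (-1.75) and without control replicate 2 (-2.00), and differed under the others. For orf19.7579 the paper's value is -1.8 and the bound here -2.58, which is the fitted fold as the gene's own signal was used. It did not differ with normexp (-0.23), with the deposited values (-1.74) and without PA replicate 1 (-2.34), and differed under the others. Among the 74 tested genes of the tables these were the 6 that differed. For 44 of the 74 the value compared was a bound, which by this rule cannot differ by being smaller than the paper's fold. The count therefore does not show that the folds of those genes match.

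The paper names COX6 among downregulated genes, and it was higher in PA here by scanner intensity. RFX2 and CYB2 are in its tables and did not pass here (adjusted p 0.056 and 0.29). RFX2 passed by eBayes with trend and robust (0.031), by the methods' t-test unadjusted (0.049), without PA replicate 3 (0.014), with a replicate block, and with the 75th percentile over all spots, and its adjusted p over all alternatives lay between 0.0030 and 0.30. CYB2 passed without PA replicate 3 (0.048) and with the 75th percentile over all spots (0.0095), with a range of 0.0095 to 0.70 over all alternatives. Of genes not tested here, VPS41 and orf19.4982 passed with no filter on dim probes, and HSP104, KRE62 and orf19.4982 in the unfiltered deposited values. Counting genes the text does not name as well, the genes of the tables that passed only under an alternative were 6 with no filter, 7 in the unfiltered deposited values, 5 by eBayes with trend and robust, 5 by the unadjusted t-test, 2 with the 75th percentile, 1 with cyclic loess, 1 by the brightest probe, 1 with all 5 arrays above background, 4 with the deposited values, 7 with the replicate block, 2 without PA replicate 2, 9 without PA replicate 3 and 12 with the 75th percentile over all spots.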

Other observations

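The test on spots with genes classed by the first spot was chosen after the result of the test with all spots was seen, and the latter was written after bright single spots had been seen at a few genes of S2 Table.

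More genes fall than rise past 1.5 in the authors' deposited normalized values, 262 against 124 over all genes, and 258 against 123 over genes with 1 probe. The counts over divisions of the arrays below are over all genes, those with more than 1 probe included. A candidate explanation is that signal near background on 1 array moves the mean of 2 control arrays more than the mean of 3 PA arrays. If so, other divisions of the 5 arrays into 2 and 3 would also give more genes on the side of the 2 arrays. This was seen in 8 of the 9 other divisions, all 9 giving 87 to 189 genes on that side and 37 to 105 on the other. The real division gave more genes on either side than each of the others, so an effect of PA stays open beside this explanation. Among 5061 genes not tested because of low signal, 525 had 1 bright spot on the 2 control arrays and none on PA arrays. Another 483 had 1 on the 3 PA arrays and none on the controls. Equal rates per array would give more genes on the PA side, so such spots were more frequent per array in control. The cause was not tested.

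A second hypothesis is that falls at dim probes may come from single bright spots, in which case identical spots of the same probe would not fall together. Where the first spot of a probe was well above background on 0 or 1 arrays, 79 of 4965 genes with 1 probe fell by 1.5 or more by that spot, and 6 of these (7.59%) also fell by as much by the second spot, which moved down at all in 48. Where the first spot was well above background on all 5 arrays it was 10 of 11 (90.9%), and on 2 to 4 arrays 8 of 12. For rises it was 1 of 75, 9 of 13 and 10 of 53. This is consistent with single bright spots at many of these dim probes. A gene whose first spot was bright on both control arrays is in the class of 2 to 4 arrays, so the test does not speak for such genes. With genes classed by all their spots, it was 1 of 72 (1.39%) at probes well above background on 0 or 1 arrays, but a gene whose spots were bright together on 2 arrays then leaves that class, so this share is in part set by the classes and decides nothing. Whether those genes change in PA treated cells was not detectable at this signal.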
